# Spatial gene expression maps of the intestinal lymphoid follicle and associated epithelium identify zonated expression programs

**DOI:** 10.1371/journal.pbio.3001214

**Published:** 2021-10-11

**Authors:** Noam Cohen, Hassan Massalha, Shani Ben-Moshe, Adi Egozi, Milena Rozenberg, Keren Bahar Halpern, Shalev Itzkovitz

## Abstract

The intestine is lined with isolated lymphoid follicles (ILFs) that facilitate sampling of luminal antigens to elicit immune responses. Technical challenges related to the scarcity and small sizes of ILFs and their follicle-associated epithelium (FAE) impeded the characterization of their spatial gene expression programs. Here, we combined RNA sequencing of laser capture microdissected tissues with single-molecule transcript imaging to obtain a spatial gene expression map of the ILF and its associated FAE in the mouse small intestine. We identified zonated expression programs in both follicles and FAEs, with a decrease in enterocyte antimicrobial and absorption programs and a partial induction of expression programs normally observed at the villus tip. We further identified Lepr+ subepithelial telocytes at the FAE top, which are distinct from villus tip Lgr5+ telocytes. Our analysis exposes the epithelial and mesenchymal cell states associated with ILFs.

## Abstract 2

The intestine is lined with isolated lymphoid follicles that facilitate sampling of luminal antigens to elicit immune responses. This study combines spatial transcriptomics and single molecule transcript imaging to identify spatially localized cellular states in intestinal follicles and their associated epithelium.

## Introduction

The intestine is lined with mucosa-associated lymphoid follicles that promote homeostatic response against luminal microbiota [1]. These lymphoid follicles include 7 to 10 large Peyer’s patches (1 to 2 mm in diameter) [2], as well as smaller solitary intestinal lymphoid tissues (SILTs) that are up to 200 μm in diameter. SILTs consist of a spectrum of developed tissues, ranging from cryptopatches (CPs) to mature isolated lymphoid follicles (ILFs), numbering at around 100 to 200 along mouse small intestine [3,4]. Peyer’s patches and mature ILFs are covered by follicle-associated epithelium (FAE), forming a dome-like shape [5]. The FAE is mainly composed of enterocytes, with a minority of interspersed Microfold (M) cells. Secretory goblet cells have been shown to be scarce along the Peyer’s patch FAE, resulting in a thinner mucus layer at the luminal surface, and by that facilitating close interactions with microbial antigens [6]. The thin mucous layer enables apical–basolateral transport of antigens from the lumen across the FAE into the lamina propria by M cells, mediating the mucosal immune response [7]. This transport program is different from the normal function of the intestinal epithelium, which consists of selective transport of nutrients with a simultaneous blocking of microbial access to the surface.

Several studies described the transcriptomes of FAE cells and M cells in Peyer’s patches [8–10]; however, technical limitations related to the smaller sizes of ILFs impeded their similar transcriptomic characterization. Here, we applied laser capture microdissection RNA sequencing (LCM RNA-seq; [11,12]) and single-molecule fluorescence in situ hybridization (smFISH; [13,14]) to generate a spatial expression map of ILFs and their associated FAE in the mouse small intestine. We identify zonated expression programs in ILFs and FAE, with a decrease in antimicrobial and absorption programs at the FAE top and a compensatory increase in secreted antimicrobial peptides at the FAE boundaries. The FAE top consists of enterocytes that partially induce genes normally observed at the villus tip and are in contact with Lepr+ subepithelial telocyte cells.

## Results

### Spatial mapping of ILF and FAE gene expression

To investigate the spatial heterogeneity of epithelial, immune, and stromal gene expression in the ILF and its associated FAE, we used LCM to isolate 5 segments. These included 3 epithelial segments consisting of FAE top (FAET), FAE bottom (FAEB), and an adjacent segment at the bottom of a neighboring villus (denoted villus bottom (VB)), and 2 immune segments consisting of the ILF top (ILFT) and ILF bottom (ILFB) (Fig 1A–1C). We used mcSCRBseq [15,16], a sensitive protocol based on unique molecular identifiers (UMIs; Methods) to sequence the RNA of the dissected fragments. 

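LCM cuts chosen areas out of stained frozen sections with a laser, so that RNA can be collected from 1 zone of a tissue at a time. In mcSCRB-seq, each captured mRNA molecule receives a UMI before amplification, so that counting UMIs counts molecules rather than PCR copies. The 25 libraries were 5 repeats of each of the 5 segments VB, FAEB, FAET, ILFB and ILFT, from the small intestine of 2 C57BL/6 mice, with repeats 1 and 2 from mouse 1 and repeats 3 to 5 from mouse 2. Each segment of a repeat pooled 50,000 µm2 of tissue from at least 3 ILFs, cut from 10 serial sections of 10 µm. The ILFs were found by histology, so that no gene served to choose the areas.
Library totals ranged from 35251 to 127874 UMIs in VB (median 88495), from 69146 to 100416 in FAEB (median 85530), from 21529 to 78224 in FAET (median 48759), from 56148 to 213736 in ILFB (median 123960) and from 29987 to 115106 in ILFT (median 83798). Between 1507 and 14002 genes had at least 1 UMI in a library (median 6064). The authors aligned the reads to GRCm38 (Ensembl release 84) with zUMIs and STAR, and the values used here are their UMI counts, not normalized, for 24089 genes. The sample labels name SMART-seq as the library chemistry where the paper names mcSCRB-seq, and the values were taken as UMI counts, as the paper describes them. The labels and the paper's methods place repeat 3 in mouse 2, which was followed here, whereas the column names of S1 Data would place it in mouse 1.
Genes were compared with edgeR's quasi-likelihood test over all 25 libraries with terms for mouse and segment, for the 9956 genes with at least 3 UMIs in at least 3 libraries, with Benjamini-Hochberg adjustment. Gene lists were tested with fry, which asks whether a list moves on balance in 1 direction. Values given with an estimated correlation are from another test, camera, which compares a list with all other genes. Where the 2 differ, the correlation between genes need not be the reason. Single genes named by the paper are also given in the paper's measure, the fraction of UMIs among protein-coding genes without mitochondrial genes and without genes that take 5% or more of a library, here per 10,000 UMIs. These fractions, and the shares of all UMIs taken by gene lists, were tested with 2-sided exact permutation tests that exchange segments within each mouse. With 120 arrangements of 5 libraries against 5, the smallest p that such a test allows is 0.0167. All libraries came from 2 animals, so the mouse is a block in every test and the p-values measure mostly the spread between dissections of the same animals. That spread was wide, with a common dispersion of 1.78 (a biological coefficient of variation of 1.33). In counts simulated at this spread for FAET against VB, 26% of 50 genes changed 16-fold and 74% of 50 genes changed 64-fold were called, and 0% of those changed 4-fold.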

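Keratins, claudins and other genes of all intestinal epithelial cells, and genes of all leukocytes such as Ptprc, the common leukocyte antigen, and Coro1a, an actin-binding protein of leukocytes, parted most libraries by compartment. In the 13 libraries of VB, FAEB and FAET whose markers went with their label, 18 pan-epithelial genes took 31.3 to 94.9 UMIs per 10,000 and 17 pan-immune genes took 1.82 to 22.0. In the 6 such libraries of ILFB and ILFT, the pan-epithelial genes took 0.889 to 14.2 and the pan-immune genes 51.8 to 92.5. In 6 further libraries the markers went against the label.
The library labelled VB of repeat 5 had 3.05 pan-epithelial and 91.9 pan-immune UMIs per 10,000, and the library labelled FAET of repeat 1 had 13.6 and 69.0. The libraries labelled ILFT of repeat 1, ILFT of repeat 4 and ILFB of repeat 5 had pan-epithelial shares of 90.5, 59.0 and 70.0 and pan-immune shares of 9.04, 9.73 and 3.03. The library labelled ILFT of repeat 3 held both, at 84.7 pan-epithelial and 46.7 pan-immune UMIs per 10,000. In the paper's own deconvolution (S1 Data), 5 of these libraries are assigned mostly to the other compartment, and the library labelled ILFB of repeat 5 has a summed epithelial fraction of 0.358. All 25 libraries were kept under their labels, and values without these 6 libraries, a set chosen after the marker shares were seen, are given where they change a call.

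**Figure D1:**
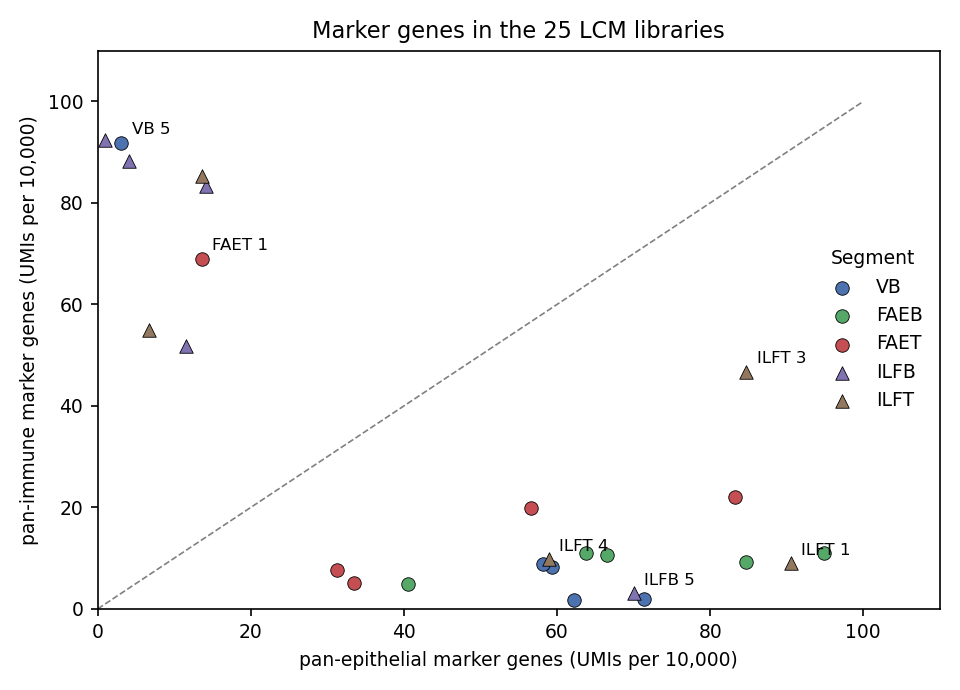
Pan-epithelial (x axis) against pan-immune (y axis) marker genes in the 25 LCM libraries, in UMIs per 10,000 UMIs of the library. Each symbol is 1 library, colored by the segment of its label (circles for epithelium, triangles for ILF), and names mark the 6 libraries whose markers went against the label, among them VB of repeat 5 at 3.05 and 91.9. The dashed line marks equal shares.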

We identified distinct zonated expression and enriched gene sets in each of the segment (Figs 1D and S1). 

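Comparing the 15 epithelial with the 10 ILF libraries, 302 of 9956 genes passed an adjusted p of 0.05, of which 47 were higher in the epithelium and 255 in the ILF. Among the 10 largest on the epithelial side were Apoc3, an apolipoprotein (log2 fold change 3.03, standard error 0.70, adjusted p = 0.00639), Npc1l1, the cholesterol uptake transporter (3.01, standard error 0.85, adjusted p = 0.0277), Lct, encoding lactase (2.69, standard error 0.78, adjusted p = 0.0322), and Fabp2, a fatty acid binding protein (2.65, standard error 0.65, adjusted p = 0.011). The other 6 lay between 2.46 and 3.42. Among the 10 largest on the ILF side were Mef2c, a transcription factor of B cells (-3.93, standard error 0.95, adjusted p = 0.00977), Runx3, a transcription factor of T cells and innate lymphoid cells (-3.43, standard error 0.82, adjusted p = 0.00812), and Igfbp7, secreted by stromal and endothelial cells (-3.32, standard error 0.83, adjusted p = 0.0139). The other 7 lay between -4.73 and -3.33. The median over all genes tested was -0.48.
Of 24 brush border and digestion genes, 24 were on the epithelial side and 3 passed over all genes (13 adjusted over the list alone, with Lct, Mep1a, Sis and Ggt1 the smallest p), with a mean log2 fold change of 1.93 and an adjusted p for the list of 0.1 from fry (adjusted p = 0.148 with an estimated correlation). Of 17 pan-immune genes, 17 were on the ILF side and 3 passed (8 over the list alone, led by Lcp1, Coro1a, Cd52 and Ltb), with a mean of -1.80 and an adjusted p of 0.0528 (adjusted p = 0.195 with an estimated correlation). Of 13 tested Paneth cell genes, 13 were on the ILF side and 6 passed, 12 over the list alone, among them the defensin genes Defa24 and Defa22 (mean -2.58, adjusted p = 0.102 for the list). Mitochondrially encoded genes took 1836 ± 716, 1820 ± 355 and 1724 ± 784 of 10,000 UMIs in VB, FAEB and FAET and 1101 ± 528 and 1102 ± 617 in ILFB and ILFT (SD, n = 5 each).
Fewer genes parted neighboring segments. Slc34a2, a sodium-phosphate cotransporter, was lower in FAET than in VB (log2 fold change -6.11, standard error 1.30, adjusted p = 0.0267), the single gene called there, and lower in FAEB than in VB (-5.61, standard error 1.23, adjusted p = 0.0274). Of its 514 UMIs in VB, 238 and 236 came from repeats 2 and 3. Phldb1, named after its values were seen, was the other gene called between FAEB and VB (6.09), with 1119 UMIs in FAEB of repeat 4 and at most 4 in each other FAEB library. Between FAET and FAEB edgeR called 0 genes, with 1424 at an unadjusted p under 0.05, while DESeq2 called 4 and limma-voom 98. Of 9 genes called between ILFB and ILFT, 5 were higher in ILFB, among them Cops8, a subunit of the COP9 signalosome (8.82, standard error 1.68, adjusted p = 0.000508), and Kcnq5, a potassium channel (6.41, standard error 1.40, adjusted p = 0.0106). Cops8 had 0 UMIs in ILFT, so that the size depends on the prior count. Kcnq5 was also high in VB and FAET of repeat 5 (122 and 125 UMIs) and in FAEB of repeat 3 (78). The 4 higher in ILFT included Reg3b, an antimicrobial lectin of enterocytes (-6.81, standard error 1.28, adjusted p = 0.000508), and Kitl, stem cell factor (-5.28, standard error 1.23, adjusted p = 0.0299). Reg3b had 328 and 297 UMIs in the libraries labelled ILFT of repeats 1 and 3, which carry epithelial markers, and Kitl 58 and 157 in those of repeats 2 and 5, whose markers fit the label. Without the 6 libraries whose markers go against the label, Reg3b was at 0.55.
Across all 5 segments 178 genes passed an adjusted p of 0.05 in edgeR (smallest adjusted p = 2.46e-11), and 1 passed in DESeq2. Of 100 splits of the libraries over the segments, the real one included, 100 called genes and 3 called at least 178 (highest other 427). Of the 28 genes drawn in Fig 1D, which the study chose on these libraries, 26 had their highest mean in the segment under which they are drawn, and 23 without the 6 libraries. The count between epithelium and ILF was 1516 without those 6 libraries, 0 without repeat 4, 27 without repeat 3 and 37 without repeat 2, and DESeq2 called 0 (749 at an unadjusted p under 0.05). With the repeat as a replicate block the counts were 80 between epithelium and ILF, 48 across the segments and 0 for FAET against VB, FAEB against VB and ILFB against ILFT.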

We used these LCMseq expression programs as a basis for extensive smFISH validations to establish their statistical power.

**Fig 1:**
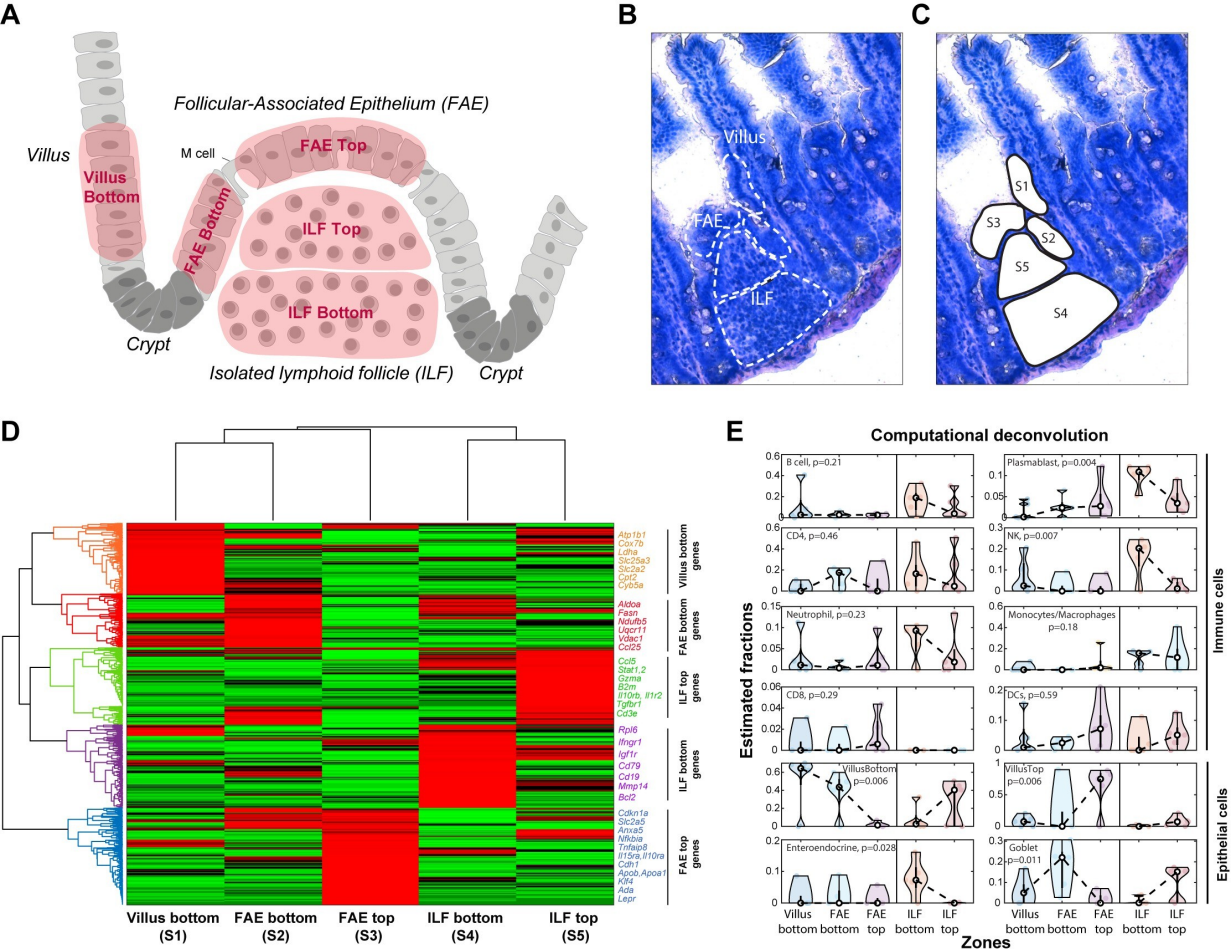
LCM RNA-seq of FAE and ILF. (**A**) An illustration of small intestinal region including FAE, ILF, adjacent villus, and crypts, showing the 5 dissected segments in red: VB (S1), FAEB (S2), FAET (S3), ILFB (S4), and ILFT (S5). (**B, C**) A bright field microscopy image (20× magnification) of FAE, ILF, and the adjacent villus before and after laser dissection of the 5 segments (S1-S5). (**D**) Clustergram of LCM RNA-seq data showing gene mean expression Z-score of the 5 segments (S1-S5). Selected genes with high expression are shown on the right side of the clustergram for each cluster, colored according to the cluster color. (**E**) Estimated fractions of distinct cell types, based on computational deconvolution of the LCMseq. White dots are medians, black boxes delineate the 25–75 percentiles. The data used to generate this figure can be found in Supporting information S1 and S2 Data. *P* values computed using Kruskal–Wallis tests. FAE, follicle-associated epithelium; FAEB, FAE bottom; FAET, FAE top; ILF, isolated lymphoid follicle; ILFB, ILF bottom; ILFT, ILF top; LCM RNA-seq, laser capture microdissection RNA sequencing; VB, villus bottom.

To assess the cellular composition of each of segment, we performed computational deconvolution using the CIBERSORTx tool [17], which included epithelial and immune single cell–based signatures ([8,11]; Fig 1E and S1 Data). 

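Immune cell types were compared between ILFB and ILFT by the UMIs of their marker genes. Germinal centre B cell genes, among them Cxcr5, a chemokine receptor of follicular lymphocytes, and Cr2, a complement receptor, took 3.46 ± 3.44 of 10,000 UMIs in ILFB and 0.416 ± 0.371 in ILFT (SD, n = 5 each), higher in ILFB in 5 of 5 repeats (exact permutation p = 0.0833, adjusted p = 0.639 over 46 lists). Genes of LTi cells and innate lymphoid cells of the ILC3 type, such as the cytokine receptors Il23r and Il7r, took 9.99 ± 6.61 and 2.22 ± 3.11, higher in ILFB in 4 of 5 repeats (exact permutation p = 0.25, adjusted p = 0.703). Neutrophil genes were near the detection limit, at 0.458 ± 0.374 and 0.119 ± 0.267, higher in ILFB in 4 of 5 repeats (exact permutation p = 0.117, adjusted p = 0.671).
Plasma cell genes, such as Jchain, the joining chain of IgA, took 34.3 ± 23.8 in ILFB and 94.6 ± 171 in ILFT, where a single library reached 399.5 (higher in ILFB in 3 of 5 repeats, exact permutation p = 0.883, adjusted p = 0.903). NK cell genes took 0.622 ± 0.551 and 1.45 ± 1.83 (exact permutation p = 0.6, adjusted p = 0.823). With the 6 libraries whose markers go against the label left out, the means were 42.3 and 33.1 for plasma cell genes and 0.777 and 0.333 for NK cell genes. Macrophage genes took 25.8 ± 16.9 and 18.8 ± 14.0 (exact permutation p = 0.717, adjusted p = 0.823, higher in ILFB in 3 of 5). Dendritic cell genes took 11.2 ± 4.25 and 15.9 ± 9.46 (exact permutation p = 0.45, adjusted p = 0.714), with 6.77 ± 11.5 in FAET, where the library of repeat 1 reached 27.0 and the mean of the other 4 was 1.72. Cd8a, a coreceptor of cytotoxic T cells, had 7 UMIs in all ILFB libraries, 1 in ILFT and 4 in FAET, too few to part the segments. All 4 in FAET were in the library of repeat 1, which carries immune markers, and FAEB had 2, 6 and 2 in repeats 1, 2 and 3. In the paper's deconvolution the mean CD8 T cell fraction is 0 in ILFB and ILFT, 0.0143 in FAET, 0.00612 in VB and 0.00444 in FAEB.
Gene by gene, 7 of 9 tested LTi and ILC3 genes (mean log2 fold change 2.80) and 4 of 6 germinal centre B cell genes (3.50) were higher in ILFB adjusted over the list alone, against a median of 0.66 over all genes. Neither list passed as a whole (adjusted p = 0.225 and 0.109 from fry, 0.351 and 0.299 with an estimated correlation). Without the 6 libraries whose markers go against the label both passed (3.07, adjusted p = 0.0085, and 4.74, adjusted p = 0.0024, but adjusted p = 0.934 and 0.922 with an estimated correlation), and with the replicate block added neither did (adjusted p = 0.0989 and 0.0688).
In the paper's own deconvolution (S1 Data), retested here, plasmablasts made up a mean fraction of 0.101 in ILFB and 0.0403 in ILFT (exact permutation p = 0.0333, adjusted p = 0.25 over 12 cell types, higher in ILFB in 4 of 5 repeats) and NK cells 0.163 and 0.0212 (exact permutation p = 0.0667, adjusted p = 0.25, 4 of 5). The paper's fractions were 0.166 and 0.108 for B cells (exact permutation p = 0.5, adjusted p = 0.667, 4 of 5), 0.0726 and 0.0342 for neutrophils (exact permutation p = 0.3, adjusted p = 0.514, 4 of 5), and 0.0264 and 0.0518 for dendritic cells (exact permutation p = 0.45, adjusted p = 0.667, 1 of 5).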

Among the immune cells, Plasmablasts, B cells, neutrophils, and NK cells were more abundant at the ILFB, whereas CD8 T cells and dendritic cells were more highly represented (yet not statistically significantly) at the ILFT or the FAET. Consistently, we identified higher expression of different B cell markers, such as *Cd19*, at the bottom of the ILF (S2A, S2D and S2I Fig). In contrast, T cell markers did not show a spatial bias toward a specific zone in the ILF (S2J Fig). 

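B cell genes lay on the ILFB side, without passing the test as a list. Cd79a and Cd79b, the signaling chains of the B cell receptor, had 162 and 149 UMIs in the 5 ILFB libraries and 8 and 5 in the 5 ILFT libraries. Their fractions were 2.85 ± 3.49 and 2.79 ± 2.65 per 10,000 UMIs in ILFB and 0.427 ± 0.549 and 0.368 ± 0.519 in ILFT (SD, n = 5 each). Each was higher in ILFB in 4 of 5 repeats (exact permutation p = 0.1 and 0.0667, adjusted p = 0.343 for each over 24 genes).
Of the 22 B cell genes of S6 Data, 21 were higher in ILFB, with a mean log2 fold change of 2.41 against a median of 0.66 over all genes. None passed over all genes tested and 5 passed adjusted over the list alone, among them Ms4a1, encoding CD20, Vpreb3 and Ly6d. The list had an adjusted p of 0.225 from fry (0.399 with an estimated correlation). Together the 22 genes took 68.1 ± 34.9 of 10,000 UMIs in ILFB and 45.9 ± 24.6 in ILFT, higher in ILFB in 3 of 5 repeats (exact permutation p = 0.317, adjusted p = 0.703 over 46 lists). In the max-normalized measure of S2I Fig the median of the list was 1 in ILFB and 0.263 in ILFT, with 18 of 22 genes highest in ILFB.
The list passed without repeat 5 (3.21, adjusted p = 0.00081) and without the 6 libraries whose markers go against the label (3.47, adjusted p = 0.0024, but adjusted p = 0.922 with an estimated correlation), and no longer with the replicate block added to the latter (adjusted p = 0.0535). VB held 39.6 ± 31.3 of 10,000 UMIs of these genes, FAEB 26.7 ± 12.1 and FAET 26.7 ± 21.3. The libraries labelled VB of repeat 5 and FAET of repeat 1 held 94.9 and 57.4. The other 4 had means of 25.7 and 19.1.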

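T cell genes were spread over the bottom and the top of the ILF. The T cell genes of S6 Data took 15.7 ± 5.11 of 10,000 UMIs in ILFB and 13.3 ± 12.0 in ILFT (SD, n = 5 each), higher in ILFB in 3 of 5 repeats (exact permutation p = 0.35, adjusted p = 0.703 over 46 lists). Of 23 tested genes 15 were higher and 8 lower in ILFB, none passed the test, and none did adjusted over the list alone. Those with the smallest p were Il2rb, a subunit of a cytokine receptor of lymphocytes, Gzma, a granzyme of cytotoxic cells, Id2, a regulator of innate lymphoid cells, and Ms4a4b. The mean log2 fold change was 0.60 and the median 1.02, against 0.66 over all genes (adjusted p = 0.348 from fry, 0.938 with an estimated correlation). In the max-normalized measure the median of the list was 1 in ILFB and 0.533 in ILFT, with 19 of 28 genes highest in ILFB.
Single T cell genes had few UMIs. Cd3e, a chain of the T cell receptor complex, had 5 UMIs in ILFB and 3 in ILFT (0.0847 ± 0.124 and 0.176 ± 0.224 per 10,000, exact permutation p = 0.55, adjusted p = 0.884 over 24 genes, higher in ILFB in 2 of 5 repeats). Cd4, the coreceptor of helper T cells, had 29 and 7 UMIs (0.554 ± 0.478 and 0.348 ± 0.778, exact permutation p = 0.7, adjusted p = 0.884, higher in 4 of 5). Gzma had 9 and 58 UMIs (0.296 ± 0.620 and 1.83 ± 2.84, exact permutation p = 0.5, adjusted p = 0.884, higher in ILFB in 2 of 5), with 15 and 43 of the latter in the libraries labelled ILFT of repeats 1 and 3. FAET had none, which allows up to 0.261 per 10,000 (0.428 without the library of repeat 1, which carries immune markers). The difference of ILFB from ILFT was 0.370 for Gzma and -0.178 for Cd4 without the 6 libraries whose markers go against the label. Ctla4, an inhibitory receptor of regulatory T cells, was better covered, at 13.2 ± 5.61 in ILFB and 5.99 ± 2.92 in ILFT (592 and 112 UMIs, exact permutation p = 0.05, adjusted p = 0.343, higher in 4 of 5). Epithelial libraries also held Ctla4. FAEB of repeats 1 to 5 had 17, 4, 28, 11 and 38 UMIs (0.977 to 10.8 per 10,000). VB of repeats 1 to 4 had 19, 2, 9 and 9, and FAET of repeats 2 to 5 had 0, 1, 2 and 0. Cd3e had 0 UMIs in these VB libraries and 3 in FAEB, all in repeat 5. Ctla4 UMIs alone can therefore not be read as regulatory T cells.
With the 6 libraries whose markers go against the label left out, the list mean was 1.67 toward ILFB (adjusted p = 0.0344, but adjusted p = 0.934 with an estimated correlation and 0.0752 with the replicate block added), and without repeat 2 it was -0.21. The 5 tested regulatory T cell genes had a mean of 0.16 and a median of -0.13, and the mean was -0.18 with RLE size factors and -0.40 with the study's normalization.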

Rather, using smFISH, we found that *Cd3e*, *Cd4*, and *Cd8*, classic T cell markers, as well as *Gzma*, a marker of cytotoxic CD8+ T cells, were highly abundant at the ILFT. (S2B, S2C and S2E–S2H Fig). Consistently, CD8+ and Gzma+ cells were abundantly intercalated across the FAET (S3A Fig), whereas CD4+ cells (S2G Fig) as well as the Treg marker Ctla4 were zonated toward the ILFT (S3A Fig). The spatial pattern of lymphocytes in the ILF resembles the architecture previously observed in Peyer’s patches, which exhibit a core of B cells and a mantle of T cells [18]. Using smFISH, we further identified scattered localization of Rorc+Ccr6+ lymphoid tissue–induced (LTi) cells ([19]; S3B Fig), as well as radial zonation of dendritic cells and macrophages toward the periphery of the ILF (S3C Fig). We differentiated between macrophages and dendritic cells by the expression of *Itgax* and *C1qc* genes. While both intestinal dendritic cells and macrophages express *Itgax* (encoding CD11c) [20], *c1qc* is highly expressed in macrophages, but its expression is abrogated in mature dendritic cells [21].

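M cell genes took more UMIs toward the top of the FAE, by less than the spread between repeats. The M cell genes of S6 Data took 34.3 ± 35.6 of 10,000 UMIs in VB, 42.0 ± 18.5 in FAEB and 74.1 ± 49.5 in FAET (SD, n = 5 each). The libraries labelled VB of repeat 5 and FAET of repeat 1, which carry immune markers, held 93.3 and 145. The means of the other 4 were 19.6 and 56.5. FAET was higher than VB in 3 of 5 repeats (exact permutation p = 0.15, adjusted p = 0.928 over 46 lists) and higher than FAEB in 3 of 5 (exact permutation p = 0.4, adjusted p = 0.876), and FAEB was higher than VB in 4 of 5 (exact permutation p = 0.317). The same genes took 90.0 in ILFB and 81.0 in ILFT, so that leukocytes and stroma next to the epithelium also express genes of this list.
Anxa5, encoding a phospholipid-binding annexin (ENSMUSG00000027712, chromosome 3 from 36448923 to 36475894 of GRCm38), had 1.83 ± 3.16 per 10,000 UMIs in VB, 2.85 ± 3.07 in FAEB and 3.03 ± 3.30 in FAET (32, 63 and 43 UMIs). The 3 segments did not differ by the Kruskal-Wallis statistic (exact permutation p = 0.441, adjusted p = 0.719 over 44 genes), and FAET was higher than VB in 3 of 5 repeats (difference 1.19, exact permutation p = 0.6). Of 32 tested M cell genes, 26 were higher in FAET than in VB, with a mean log2 fold change of 1.19 against a median of -0.56 over all genes. None passed over all genes and Ccl20, a chemokine of the FAE that attracts CCR6+ cells, passed adjusted over the list alone. Stx11, Slc2a6 and Ubd had the next smallest p. Against FAEB 21 of 32 were higher (mean 0.68, all genes -0.48), and Clu, encoding clusterin, passed over the list alone. The adjusted p for the list was 0.759 against VB and 0.955 against FAEB from fry (0.591 and 0.686 with an estimated correlation).
In the max-normalized measure the median of the list was 0.433 in VB, 0.591 in FAEB and 1 in FAET, with 24 of 35 genes highest in FAET. It was 0.207, 0.740 and 1 without the 6 libraries whose markers go against the label (21 of 34 genes). The mean log2 fold change against FAEB was -0.15 without these 6 libraries, -0.17 without repeat 1 and -0.10 without repeat 4.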

The FAE segments exhibited elevated expression of M cell markers, including *Anxa5* (S4 Fig) that were higher in the FAET compared to FAEB and VB. Yet, M cells constituted only 8.8% ± 1.7% of all FAE cells (mean of 5 different smFISH images; S4C Fig). The FAET showed higher levels of genes previously shown to be elevated in FAE of Peyer’s patches ([9]; S5A Fig) and lower levels of genes shown to be down-regulated in FAE of Peyer’s patches ([8]; S5B and S5C Fig, Methods). 

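Enterocyte gene lists were compared between FAET and VB. Brush border and digestion genes, such as Sis, encoding sucrase-isomaltase, took 111 ± 72.7 of 10,000 UMIs in VB, 84.3 ± 55.1 in FAEB and 84.5 ± 43.2 in FAET (SD, n = 5 each), higher in FAET than in VB in 2 of 5 repeats (exact permutation p = 0.95). Lipid absorption and chylomicron genes took 149 ± 130, 163 ± 214 and 188 ± 131, higher in FAET than in VB in 3 of 5 repeats (exact permutation p = 0.733). FAEB of repeat 2 held 543 and the other FAEB libraries 28.2 to 106.
Xenobiotic and retinoid metabolism genes took 26.1 ± 19.0, 20.9 ± 9.82 and 13.2 ± 8.32, lower in FAET than in VB in 4 of 5 repeats (exact permutation p = 0.633). Of 19 tested genes 18 were lower in FAET than in VB (mean log2 fold change -2.10, all genes -0.56), and 5 passed adjusted over the list alone, among them Ugt2b34, a glucuronosyltransferase, Gstm3, a glutathione transferase, and Cyp2c65, a cytochrome P450 (adjusted p = 0.759 for the list from fry, 0.741 with an estimated correlation). Nuclear genes of oxidative phosphorylation took 124 ± 38.2, 140 ± 52.9 and 103 ± 25.3, lower in FAET than in VB in 3 of 5 repeats and lower than in FAEB in 4 of 5 (exact permutation p = 0.533 and 0.167). Of 72 such genes 61 were lower in FAET than in VB and 62 lower than in FAEB (means -1.28 and -1.42, adjusted p = 0.759 and 0.485), beside means of -1.10 and -1.58 for the pan-epithelial genes. All adjusted p over 46 lists for these shares were 0.703 or higher.
The paper's deconvolution fractions (S1 Data), retested here, were 0.079, 0.179 and 0.620 for villus top enterocytes in VB, FAEB and FAET. FAEB of repeat 2 stood at 0.896 and the other 4 FAEB libraries at 0. The difference of FAET from VB was 0.541 (exact permutation p = 0.05, adjusted p = 0.4 over 12 cell types, higher in 4 of 5 repeats) and from FAEB 0.440 (exact permutation p = 0.233, adjusted p = 0.56, 3 of 5). For villus bottom enterocytes the paper's fractions were 0.530, 0.386 and 0.0214 (exact permutation p = 0.0667, adjusted p = 0.4 against VB, lower in 4 of 5, and p = 0.05, adjusted p = 0.2 against FAEB, lower in 4 of 5).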

Our deconvolution analysis indicated that the FAET segment was enriched in enterocytes with expression programs typical of the villus top (Fig 1E). We next turned to examine the zonated properties of the non-M cell epithelial cells, constituting 90% of this tissue compartment.

### Antimicrobial and absorption programs are down-regulated in FAE top

The mucosal layer that lines the intestinal epithelium is a critical barrier against bacteria. This barrier consists of a mucus layer that contains antimicrobial peptides. Previous in situ imaging studies on FAE of the large Peyer’s patches demonstrated a lower abundance of the mucus-secreting goblet cells [22,23], as well as a decline in enterocyte antimicrobial genes [6]. Our spatial analysis enabled global characterization of these and other zonated antimicrobial programs with high spatial resolution in FAE associated to the smaller ILFs.

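Goblet cell genes as a group took similar means of UMIs in the epithelial segments, and Muc2, encoding the main mucin of intestinal mucus, had its lowest mean in FAET. The 20 goblet cell genes took 29.1 ± 17.4 of 10,000 UMIs in VB, 25.6 ± 11.9 in FAEB and 27.8 ± 18.2 in FAET (SD, n = 5 each). FAET was higher than VB in 3 of 5 repeats (exact permutation p = 0.833, adjusted p = 0.983 over 46 lists) and higher than FAEB in 4 of 5 (exact permutation p = 0.867, adjusted p = 0.941).
Muc2 (ENSMUSG00000025515, chromosome 7 from 141690340 to 141754693 of GRCm38) had 7.53 ± 4.65 per 10,000 UMIs in VB, 6.62 ± 5.28 in FAEB and 4.91 ± 6.90 in FAET (119, 119 and 49 UMIs). The segments did not differ (Kruskal-Wallis statistic, exact permutation p = 0.699, adjusted p = 0.825 over 44 genes). FAET minus VB was -2.62 (exact permutation p = 0.5, lower in 2 and higher in 2 of 5 repeats), and FAET was lower than FAEB in 4 of 5. Its log2 fold change between FAET and VB was -1.14 (standard error 1.12, adjusted p = 0.728 from edgeR).
Gene by gene, 10 of 12 tested goblet cell genes were lower in FAET than in VB (mean log2 fold change -1.75, all genes -0.56) and 12 of 12 lower than in FAEB (-1.39, all genes -0.48), where pan-epithelial genes had means of -1.10 and -1.58. None passed, over all genes or adjusted over the list alone. The smallest p belonged to Agr2, a protein disulfide isomerase needed for mucin folding, Bcas1, Sytl2 and Klk1. The adjusted p for the list was 0.763 against VB and 0.524 against FAEB from fry (0.741 with an estimated correlation against VB). In the paper's deconvolution (S1 Data) the goblet cell fraction is 0.0557 in VB, 0.175 in FAEB and 0.0186 in FAET, lower in FAET than in FAEB in 5 of 5 repeats (exact permutation p = 0.0167, adjusted p = 0.1 over 12 cell types).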

Our LCMseq showed a depletion of goblet cells at the FAET and decreased levels of Muc2 in the FAE (Figs 1E and 2A). Using smFISH, we validated the lower abundance of Muc2+ goblet cells in the FAE with 3.6% ± 1.0% compared to 9.3% ± 1.1% in the adjacent villus (mean of 5 different smFISH images; Fig 2B). We also found a decline in the epithelial expression of *Pigr*, encoding the polymeric immunoglobulin receptor that facilitates transcytosis of IgA antibodies from the lamina propria to the lumen [6] (Fig 2A, 2C and 2I). 

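Pigr (ENSMUSG00000026417) lies on chromosome 1 from 130826684 to 130852249 of GRCm38. Its mean fraction was 84.1 ± 58.4 per 10,000 UMIs in VB, 62.7 ± 31.4 in FAEB and 36.5 ± 18.3 in FAET (SD, n = 5 each, 1291, 1168 and 326 UMIs), within the spread between repeats. FAET minus VB was -47.6, lower in FAET in 4 of 5 repeats (exact permutation p = 0.133, adjusted p = 0.367 over 44 genes), and the Kruskal-Wallis statistic over the 3 segments gave an exact permutation p of 0.257 (adjusted p = 0.539). The log2 fold change was -1.60 (standard error 0.87, adjusted p = 0.42 from edgeR) against a median of -0.56 over all genes.
Plasma cell genes, which include the IgA heavy chain gene Igha, took 7.95 ± 6.13 of 10,000 UMIs in VB, 5.43 ± 5.28 in FAEB and 28.8 ± 25.0 in FAET, where the library of repeat 1, which carries immune markers, held 67.9 and the mean of the other 4 was 19.0. FAET was higher than VB in 5 of 5 repeats (exact permutation p = 0.0833, adjusted p = 0.928 over 46 lists) and higher than FAEB in 4 of 5 (exact permutation p = 0.05, adjusted p = 0.383). Pigr in FAET minus VB was -62.5 without the 6 libraries whose markers go against the label (exact permutation p = 0.0333, adjusted p = 0.163).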

*Nlrp6*, encoding a component of the microbial sensing inflammasome [24], also exhibited a steady decline from the VB to the FAET (Fig 2A, 2E and 2I). 

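Nlrp6 (ENSMUSG00000038745, chromosome 7 from 140920902 to 140929192 of GRCm38) had 5.23 ± 4.63 per 10,000 UMIs in VB, 3.57 ± 2.47 in FAEB and 0.809 ± 0.788 in FAET (SD, n = 5 each, 73, 65 and 10 UMIs). FAET was lower than VB in 4 of 5 repeats with a tie in the other (difference -4.43, exact permutation p = 0.0667, adjusted p = 0.314 over 44 genes) and lower than FAEB in 4 of 5 (difference -2.77, exact permutation p = 0.0333, adjusted p = 0.314). Over the 3 segments the exact permutation p was 0.0644 (adjusted p = 0.229), and 0.0152 (adjusted p = 0.0988) without the 6 libraries whose markers go against the label. The log2 fold change of FAET against VB was -2.85 (standard error 1.25, adjusted p = 0.362 from edgeR).
Of the other antimicrobial genes of Fig 2A, Lypd8, a secreted protein that keeps flagellated bacteria from the epithelium, had 11.6 ± 8.40 in VB, 13.5 ± 5.94 in FAEB and 3.14 ± 5.64 in FAET. It was lower in FAET than in FAEB in 5 of 5 repeats (difference -10.3, exact permutation p = 0.0333, adjusted p = 0.314), and 1 FAET library stood at 13.2 where the others had 0 to 1.57. Ccl25, a chemokine that draws lymphocytes to the small intestine, had 8.87 ± 5.82, 9.87 ± 3.14 and 5.72 ± 6.63 (exact permutation p over the 3 segments = 0.585, adjusted p = 0.769, FAET lower than VB in 3 of 5), and without repeat 1 its FAET mean was 0.114 above VB. Of the 6 antimicrobial genes of Fig 2A, 6 were lower in FAET than in VB (mean log2 fold change -1.46) and 6 lower than in FAEB (mean -1.37), and none passed. The list had an adjusted p of 0.763 and 0.524 from fry. Of the pan-epithelial genes 14 of 16 were lower in FAET than in VB (mean -1.10, adjusted p = 0.965) and 14 of 16 lower than in FAEB (mean -1.58, adjusted p = 0.524). The paper shows these genes as lower in the FAET of the same libraries, so the list is not independent evidence of its direction.

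**Figure D2:**
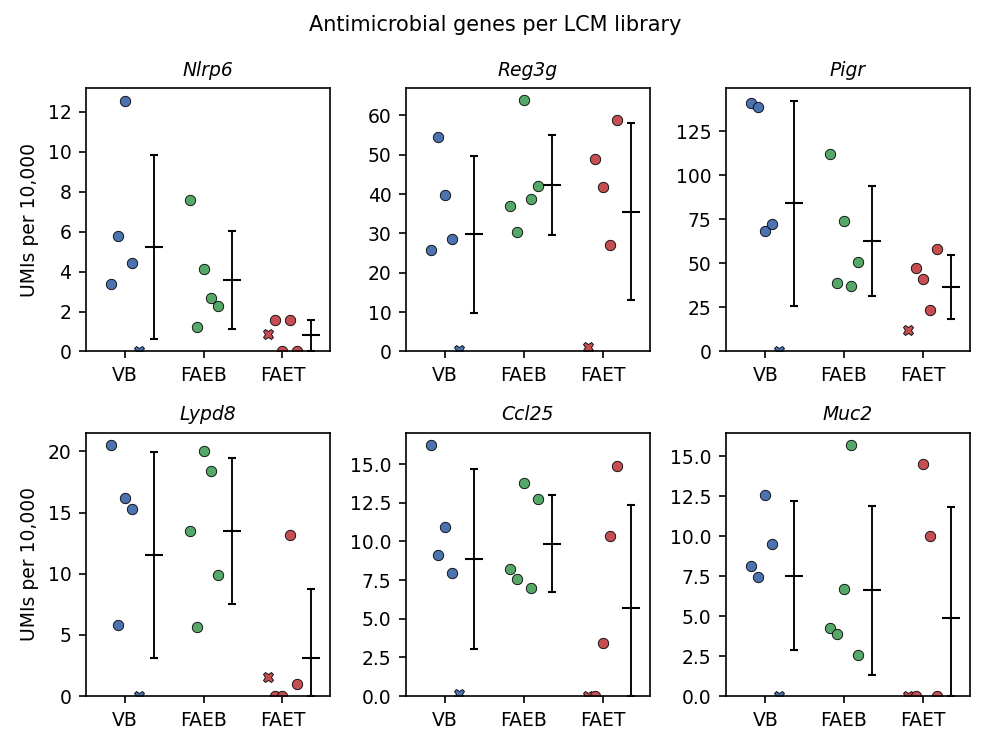
Fraction of UMIs, per 10,000 (y axis), of 6 antimicrobial genes in VB, FAEB and FAET (x axis). Each point is 1 library, crosses are the libraries whose markers went against the label, and bars show the mean and SD of 5 libraries. Nlrp6 lies at a mean of 5.23 in VB and 0.809 in FAET, with overlapping points.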

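Reg3g, a bactericidal lectin secreted by enterocytes (ENSMUSG00000030017, chromosome 6 from 78466269 to 78468872 of GRCm38), had 29.8 ± 20.0 per 10,000 UMIs in VB, 42.3 ± 12.7 in FAEB and 35.6 ± 22.5 in FAET (SD, n = 5 each, 410, 825 and 290 UMIs). FAEB was above VB in 4 of 5 repeats (difference 12.5, exact permutation p = 0.333, adjusted p = 0.978 over 44 genes). FAET was below VB in 3 of 5 repeats and above it in 2 (difference 5.76, exact permutation p = 0.683, adjusted p = 0.832), and below FAEB in 3 of 5 (difference -6.77, exact permutation p = 0.583, adjusted p = 0.88). The libraries labelled VB of repeat 5 and FAET of repeat 1, which carry immune markers, had 0.266 and 1.12 per 10,000. Without repeat 5 the Reg3g fraction FAET vs VB was -7.48 (exact permutation p = 0.611), and without the 6 libraries whose markers go against the label it was 6.98 (exact permutation p = 0.5). Repeats 2 to 4 keep both libraries there, with 54.6, 39.7 and 28.6 in VB and 49.0, 41.8 and 26.9 in FAET. FAET was lower in 2 of the 3. The log2 fold change of FAET against VB was -0.18 (standard error 0.91, adjusted p = 0.997 from edgeR), against a median of -0.56 over all genes.
Other genes of mucosal defence, such as Reg3b, a related lectin, Lyz1, the Paneth cell lysozyme, and Duox2, an oxidase that releases hydrogen peroxide, took 35.8 ± 22.4 of 10,000 UMIs in VB, 26.4 ± 15.7 in FAEB and 23.2 ± 20.1 in FAET. FAET was lower than VB in 3 of 5 repeats (exact permutation p = 0.45) and lower than FAEB in 4 of 5 (exact permutation p = 0.583). Of 17 tested genes, 12 were lower in FAET than in VB (mean log2 fold change -1.18, adjusted p = 0.763 for the list from fry) and 13 lower than in FAEB (mean -1.18). Between FAEB and VB the mean of these genes was -0.00 and the median -0.39, while fry's direction was higher (adjusted p = 0.967), and the mean was -0.06 with RLE size factors and 0.00 with the study's normalization.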

Unlike *Nlrp6*, *Muc2*, and *Pigr*, which decreased in expression in both the FAEB and FAET compared to the adjacent VB, we found that *Reg3g*, encoding a secreted antimicrobial peptide, decreased at the FAET but exhibited an increase in the FAEB, compared to the adjacent VB (Fig 2A, 2D and 2I). The decline in antimicrobial programs at the FAET may contribute to the required enrichment for bacteria at this sampling zone, whereas the compensatory higher expression at the FAE boundaries may help to prevent microbial access into the neighboring crypts. 

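Genes encoding ribosomal proteins, listed in S6 Data together with 4 S6 kinase genes and Rps19bp1, took 300 ± 328 of 10,000 UMIs in VB, 321 ± 170 in FAEB and 238 ± 273 in FAET (SD, n = 5 each), and 740 ± 300 in ILFB and 390 ± 134 in ILFT. The libraries labelled VB of repeat 5 and FAET of repeat 1, which carry immune markers, held 874 and 721. The means of the other 4 were 157 in VB and 117 in FAET. FAET was lower than FAEB in 4 of 5 repeats (exact permutation p = 0.383, adjusted p = 0.876 over 46 lists) and lower than VB in 3 of 5 (exact permutation p = 0.65, adjusted p = 0.928), and FAEB was higher than VB in 3 of 5 (exact permutation p = 0.667, adjusted p = 0.993).
Of 101 tested genes, 89 were lower in FAET than in FAEB, with a mean log2 fold change of -0.78 against -0.48 over all genes (adjusted p = 0.524 from fry, 0.686 with an estimated correlation). Against VB 77 were lower (mean -0.47, adjusted p = 0.763). Between FAEB and VB 77 were higher, with a mean of 0.31 (0.33 with the study's normalization, and -0.01 with RLE size factors, which shift all genes by -0.15) and an adjusted p of 0.967. In the max-normalized measure of S6A Fig the median of 104 genes was 0.777 in VB, 1 in FAEB and 0.519 in FAET, and 72 genes had their highest mean in FAEB. These were 0.442, 1 and 0.261, and 88 genes, without the 6 libraries whose markers go against the label. In the ILF, 98 of 101 were higher in ILFB than in ILFT (mean 1.37, all genes 0.66, adjusted p = 0.267).
Without the 6 libraries whose markers go against the label, 97 of 101 genes were lower in FAET than in FAEB (mean -2.37), of which 1 passed over all genes and 44 adjusted over the list alone, and the list passed (adjusted p = 0.0252 from fry, 0.0089 with the replicate block, but adjusted p = 0.787 with an estimated correlation). Genes of dividing cells took 2.92 of 10,000 UMIs in FAEB and 0.303 in FAET in these libraries.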

Notably, genes encoding ribosomal proteins exhibited similar spatial expression patterns to those of *Reg3g*, with a decrease in the FAET and a compensatory increase at the FAEB compared to an adjacent VB (S6A Fig). This increased expression of ribosomal proteins at the FAE boundaries could potentially facilitate the elevated translation of the secreted antimicrobial proteins in this zone.

**Fig 2:**
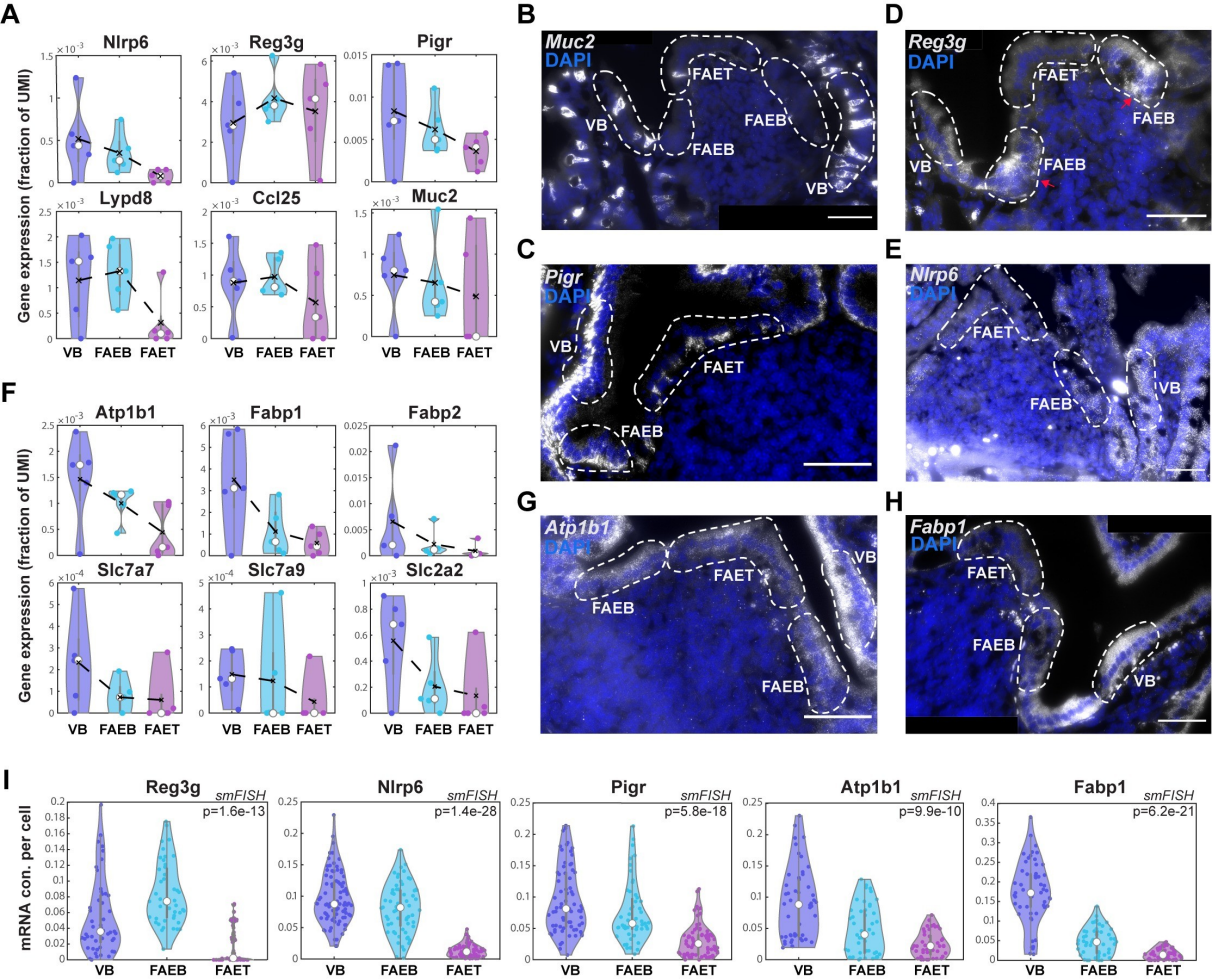
Down-regulation in antimicrobial and absorption expression programs. (**A, F**) Violin plots of LCMseq gene expression (fraction of UMI) showing down-regulated expression of antimicrobial genes (**A)** *Nlrp6*, *Reg3g*, *Pigr*, *Lypd8*, *Ccl25*, and *Muc2* and nutrient absorption genes (**F)** *Atp1b1*, *Fabp1*, *Fabp2*, *Slc7a7*, *Slc7a9*, and *Slc2a2* in FAET compared to FAEB and VB. Black dashed lines represent mean values; white dots represent median values of 5 repeats of at least 3 individual FAE from 2 mice. Gray boxes delineate the 25–75 percentiles. Kruskal–Wallis *p* > 0.05 for the genes in **A, F**. (**B-E, G-H**) Representative smFISH images showing decreased expression of *Muc2* (**B**), *Pigr* (**C**), *Reg3g* (**D**), *Nlrp6* (**E**), as well as *Atp1b1* (**G**) and *Fabp1* (**H**) in FAET compared to FAEB and VB. *Reg3g* reduced expression in FAET is compensated by higher expression in FAEB, marked with red arrows. White dashed lines delimit FAET, FAEB, and VB areas. DAPI staining for cell nucleus in blue. Scale bar: 50 μm. (**I**) Violin plots of dot quantifications of smFISH of *Reg3g*, *Nlrp6*, and *Pigr*, as well as *Atp1b1* and *Fabp1* (analysis performed over 4 mice with 3–5 individual ILF/FAEs per mouse). White dots are median values; gray boxes delineate the 25–75 percentiles. The data used to generate this figure can be found in Supporting information S2 and S5 Data. FAE, follicle-associated epithelium; FAEB, FAE bottom; FAET, FAE top; ILF, isolated lymphoid follicle; ILFB, ILF bottom; ILFT, ILF top; smFISH, single-molecule fluorescence in situ hybridization; UMI, unique molecular identifier; VB, villus bottom.

Along with the reduction of antimicrobial programs, our analysis further revealed a steady decrease in key genes associated with nutrient absorption toward the FAET. These included the sodium-coupled transporter *Atp1b1*, the fatty acid binding proteins *Fabp1*, *Fabp*2, as well as different solute carrier genes, such as the glucose transporter *Slc2a2*, and the amino acid transporters *Slc7a7*, *Slc7a9* (Figs 2F–2I and S6B).

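The 6 absorption genes had lower means in FAET than in VB, and the spread between the VB libraries was of the size of the difference. Atp1b1, the beta subunit of the sodium-potassium pump (ENSMUSG00000026576, chromosome 1 from 164437109 to 164458355 of GRCm38), had 14.8 ± 8.85 per 10,000 UMIs in VB, 10.2 ± 3.41 in FAEB and 4.47 ± 5.13 in FAET (SD, n = 5 each). FAET was lower than VB in 4 of 5 repeats (difference -10.3, exact permutation p = 0.0833, adjusted p = 0.314 over 44 genes), and the Kruskal-Wallis statistic gave an exact permutation p of 0.0519 (adjusted p = 0.229). Fabp1, on chromosome 6 from 71199827 to 71205023, had 35.4 ± 24.0, 11.3 ± 11.5 and 5.90 ± 5.80 (exact permutation p over the segments = 0.166, adjusted p = 0.407). Fabp2, on chromosome 3 from 122895072 to 122899506, had 66.1 ± 87.1, 22.3 ± 27.7 and 9.29 ± 13.9 (exact permutation p = 0.212, adjusted p = 0.466). Its highest library within each segment was repeat 4 in VB and FAET (213 and 33.8) and repeat 2 in FAEB (71.3).
The glucose transporter Slc2a2 had 5.63 ± 3.67 in VB, 2.07 ± 2.28 in FAEB and 1.35 ± 2.75 in FAET (exact permutation p = 0.148, adjusted p = 0.383). Slc7a7 had 2.35 ± 2.23, 0.737 ± 0.815 and 0.609 ± 1.24 (exact permutation p = 0.286, adjusted p = 0.568), and Slc7a9 had 1.5 ± 0.983, 1.24 ± 2.02 and 0.439 ± 0.981 (exact permutation p = 0.18, adjusted p = 0.418). Each was lower in FAET than in VB in 4 of 5 repeats, except Slc7a7 in 3. Their log2 fold changes between FAET and VB ran from -2.98 for Fabp1 and -3.13 for Fabp2 (adjusted p = 0.345 for each from edgeR) to -1.42 for Slc7a7. The mean of the 6 was -2.13, and 2 of them passed adjusted over the list alone (adjusted p = 0.759 for the list from fry, 0.741 with an estimated correlation). The paper shows these genes for their decrease in these same libraries, so the list is not independent evidence of its direction.
Of 166 tested solute carrier genes of S6 Data, 111 were lower in FAET than in VB, with a mean log2 fold change of -0.99 against -0.56 over all genes (adjusted p = 0.759 from fry, 0.747 with an estimated correlation). Of these, Slc34a2 passed. Together they took 111 ± 44.1 of 10,000 UMIs in VB, 75.4 ± 28.0 in FAEB and 92.6 ± 29.7 in FAET, lower in FAET than in VB in 3 of 5 repeats (exact permutation p = 0.667, adjusted p = 0.928 over 46 lists). In the max-normalized measure of S6B Fig the median of 210 genes was 0.616 in VB, 0.544 in FAEB and 0.389 in FAET, and 0.590, 0.656 and 0.224 for 203 genes without the 6 libraries whose markers go against the label. Of 19 nutrient transport genes, 12 were lower in FAET (mean -1.44, adjusted p = 0.763 for the list). The list was written from general knowledge but holds Atp1b1, Slc2a2, Slc7a7 and Slc7a9. Slc26a3, a chloride exchanger, Slc46a1, the folate transporter, and Slc5a4b, a sugar transporter, passed adjusted over the list alone. Without the 6 libraries whose markers go against the label, Atp1b1 passed over the 3 segments (exact permutation p = 0.00107, adjusted p = 0.0471), the only one of 44 genes to do so.

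**Figure D3:**
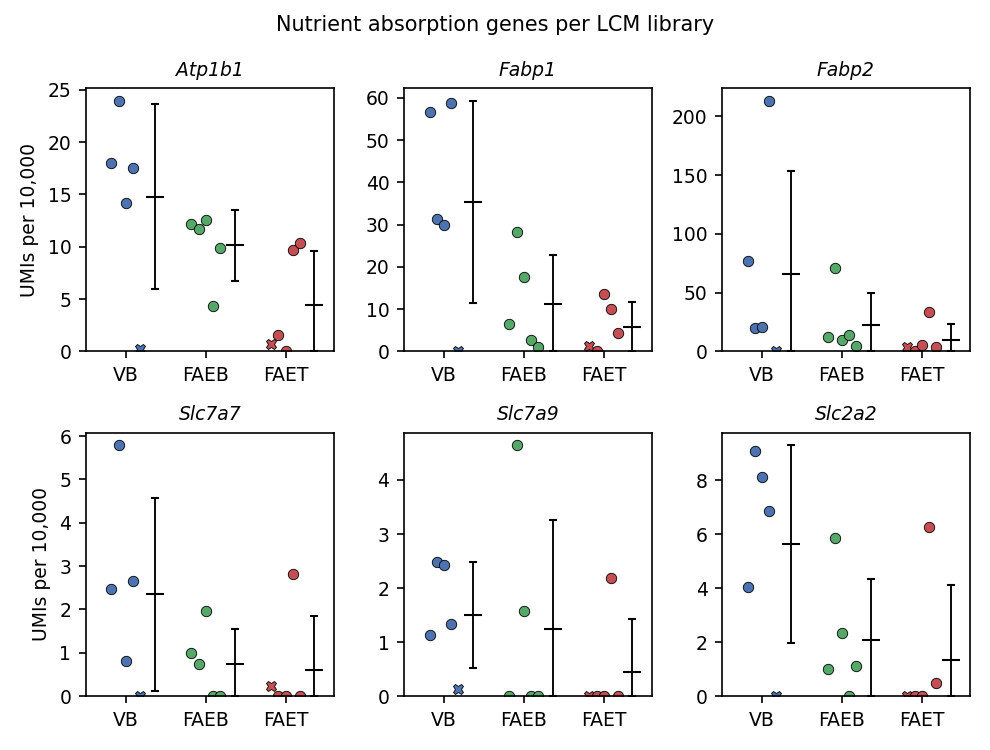
Fraction of UMIs, per 10,000 (y axis), of 6 absorption genes in VB, FAEB and FAET (x axis). Each point is 1 library, crosses are the libraries whose markers went against the label, and bars show the mean and SD of 5 libraries. Atp1b1 has means of 14.8, 10.2 and 4.47, and the VB library of repeat 5 lies below the other VB libraries.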

### FAE top enterocytes exhibit a partial villus tip program

Previous reconstruction of spatial gene expression patterns along the intestinal villus axis revealed a substantial up-regulation of dozens of genes in enterocytes at the villus tip [11]. These included cell adhesion genes such as *Cdh1*, encoding E-cadherin, apolipoproteins, stress-associated transcription factors such as *Jun*, *Fos*, and *Klf4*, as well as the purine metabolism immune-modulatory genes *Ada*, *Nt5e*, and *Slc28a2* (Fig 3A). We asked whether FAET enterocytes exhibit similar elevation of these genes. 

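Cdh1, encoding E-cadherin of the adherens junctions (ENSMUSG00000000303, chromosome 8 from 106603351 to 106670246 of GRCm38), had 2.94 ± 1.86 per 10,000 UMIs in VB, 5.89 ± 2.91 in FAEB and 15.5 ± 15.5 in FAET (SD, n = 5 each), where the shallowest library, of repeat 2, held 41.1 (26 UMIs). FAET was above VB in 4 of 5 repeats (difference 12.5, and 6.22 for the Cdh1 fraction FAET vs VB without replicate 2, exact permutation p = 0.0833, adjusted p = 0.314 over 44 genes), and FAEB was above VB in 5 of 5 (exact permutation p = 0.0667, adjusted p = 0.458). Apoa4, an apolipoprotein of chylomicrons on chromosome 9 from 46240696 to 46243459, had 28.7 ± 21.7 in VB, 96.3 ± 170 in FAEB and 142 ± 109 in FAET. It was above VB in 4 of 5 repeats (difference 114, exact permutation p = 0.05, adjusted p = 0.314). Neither difference passed the correction.
Cdkn1a, an inhibitor of the cell cycle, had 3.93 ± 2.02, 3.64 ± 1.98 and 9.14 ± 7.84 in VB, FAEB and FAET, above VB in 4 of 5 repeats (difference 5.21, exact permutation p = 0.283, adjusted p = 0.594). Apoa1, another apolipoprotein, had 101 ± 75.6, 105 ± 112 and 159 ± 106, above VB in 3 of 5 repeats (difference 58.4, exact permutation p = 0.317, adjusted p = 0.633). In edgeR the log2 fold changes of FAET against VB were 1.88 for Apoa4 (standard error 0.83, adjusted p = 0.362), 1.55 for Cdh1 (standard error 1.09, adjusted p = 0.558), 0.48 for Cdkn1a and 0.11 for Apoa1, against a median of -0.56 over all genes. In FAEB, the library of repeat 2 alone had 302.9 for Apoa1 and 400.6 for Apoa4, where the others had 23.8 to 73.4 and 2.64 to 32.2.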

We found that some villus tip enterocyte genes, such as *Cdh1*, *Cdkn1a* (encoding the protein P21), and the apolipoprotein genes *Apoa1* and *Apoa4* were elevated at the FAET. In contrast, *Fos*, *Jun*, *Klf4*, and *Slc28a2* were not elevated at the FAET (Fig 3B–3K). 

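The stress-associated transcription factors had few UMIs in these libraries. Fos had 13 UMIs in VB, 16 in FAEB and 2 in FAET (0.579 ± 0.883, 0.906 ± 1.10 and 0.233 ± 0.372 per 10,000, SD, n = 5 each, exact permutation p over the 3 segments = 0.581, adjusted p = 0.769 over 44 genes). Jun had 2, 18 and 3 UMIs (0.0887 ± 0.198, 0.803 ± 1.14 and 0.188 ± 0.420, exact permutation p = 0.571). Klf4 had 36, 29 and 25 UMIs (2.57 ± 2.90, 1.43 ± 2.25 and 1.59 ± 1.54, exact permutation p = 0.855), and FAET was below VB in 2 and above it in 2 of 5 repeats. Slc28a2, a purine nucleoside transporter, had 3 UMIs in VB, 9 in FAEB and 0 in FAET (exact permutation p = 0.1, adjusted p = 0.275). The 0 UMIs allow up to 0.261 per 10,000, or 0.428 without the FAET library of repeat 1, which carries immune markers. At these counts a moderate rise in FAET was not detectable.
The purine metabolism genes Ada, adenosine deaminase, and Nt5e, an ectonucleotidase, had 1 and 1 UMIs in VB, 36 and 0 in FAEB and 11 and 8 in FAET (exact permutation p over the segments = 0.405 and 1). All 36 Ada UMIs came from FAEB of repeat 2, and all 8 Nt5e UMIs from FAET of repeat 1, which carries immune markers. Of the 10 villus tip genes that the paper's text names (those of Fig 3B, Ada and Nt5e), 9 were tested and 6 were higher in FAET than in VB (mean log2 fold change 0.36, adjusted p = 0.965 from fry, 0.741 with an estimated correlation) and 5 higher than in FAEB, where the mean was -0.79, the median 0.01 and fry's direction lower (adjusted p = 0.955). Without repeat 2 the mean against VB was -0.25. In lists written from general knowledge, 12 tested immediate early and stress genes had a mean of 0.32 in FAET against VB, with 7 higher and fry's direction lower (adjusted p = 0.986). Of 10 tested purine metabolism genes, 6 were lower (mean -0.90, adjusted p = 0.759). Pnp, purine nucleoside phosphorylase, and Cda, cytidine deaminase, were lower adjusted over that list alone. The former list also holds Fos, Jun and Klf4 and the latter Ada, Nt5e and Slc28a2, so neither is independent of the paper's genes.
From the elevation of Cdh1, Cdkn1a, Apoa1 and Apoa4 and the absence of a rise in Fos, Jun, Klf4 and Slc28a2, the paper concludes that enterocytes of the FAET induce part of the villus tip program. For Cdh1, Cdkn1a, Apoa1 and Slc28a2 the paper also rests on smFISH, which was not retested here.

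**Figure D4:**
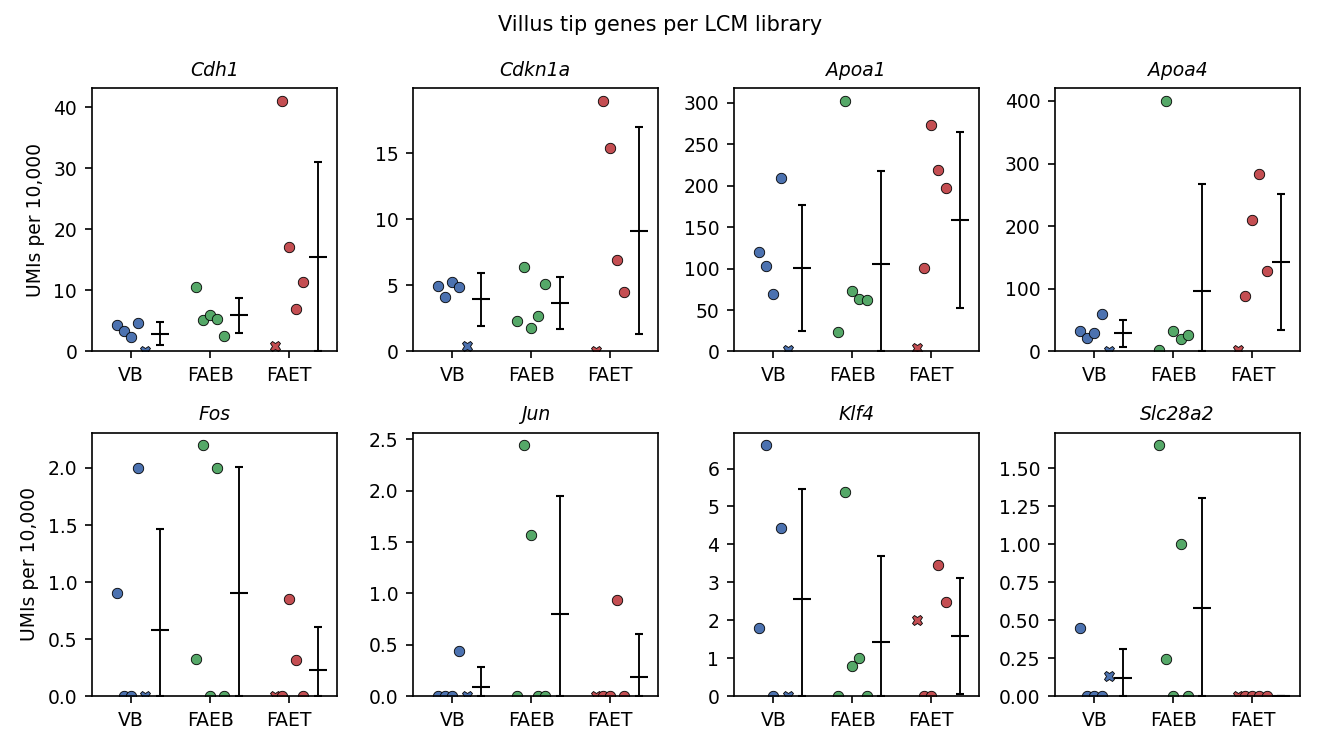
Fraction of UMIs, per 10,000 (y axis), of villus tip genes in VB, FAEB and FAET (x axis). Each point is 1 library, crosses are the libraries whose markers went against the label, and bars show the mean and SD of 5 libraries. Cdh1 has means of 2.94, 5.89 and 15.5, while Slc28a2 has 0 UMIs in all 5 FAET libraries.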

The increase in Apoa proteins, which are essential components of chylomicrons used to transport absorbed lipids to the body, is surprising, given that the absorption machinery was largely down-regulated in the FAET zone (Figs 2F and S6B). This increase could be related to additional anti-inflammatory roles of apolipoproteins [25,26]. Our analysis therefore demonstrates that FAET enterocytes exhibit a partial induction of the expression program normally observed at the villus tip.

**Fig 3:**
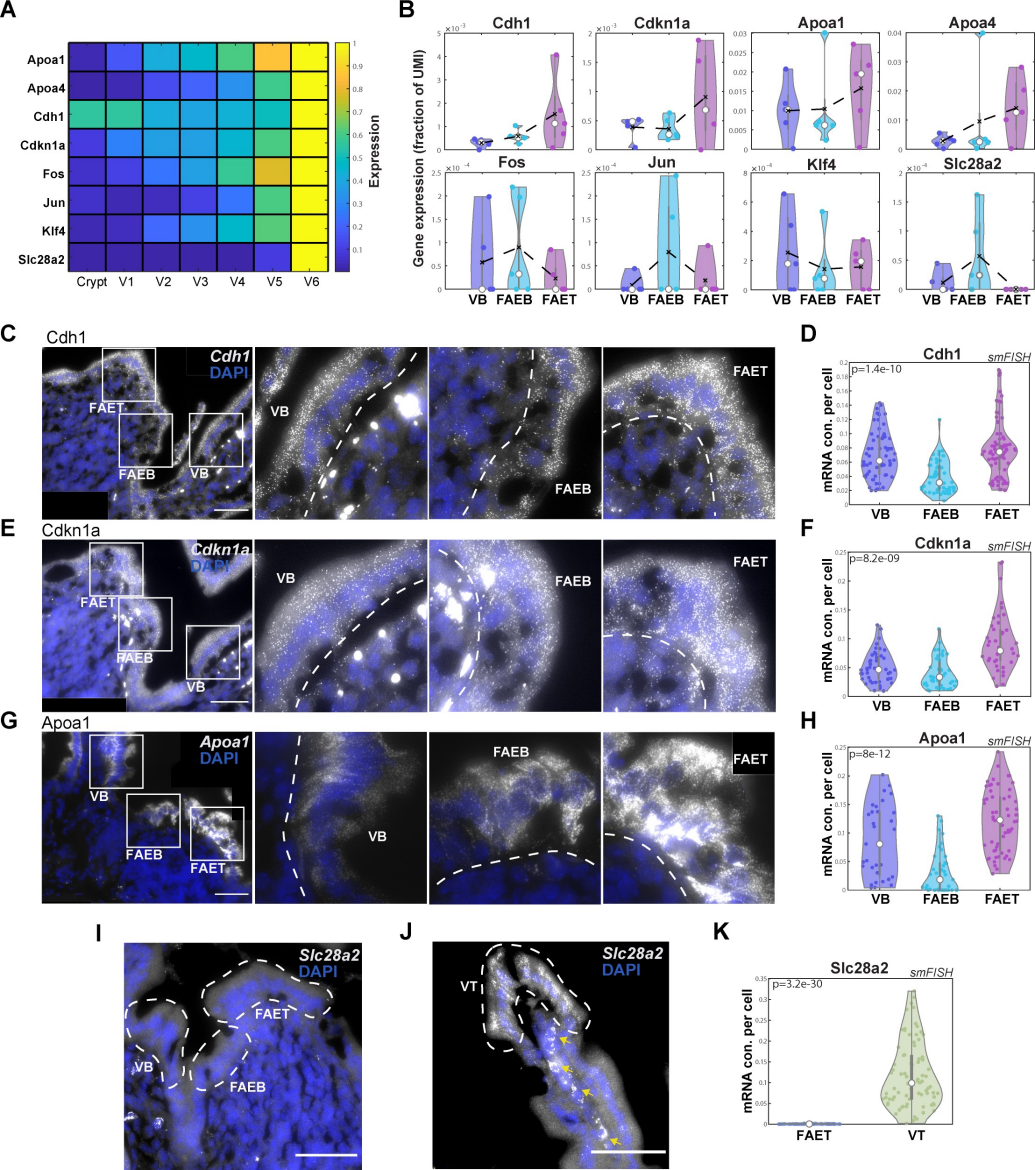
FAET enterocytes exhibit a partial VT program. (**A**) Heatmap of epithelial gene expression along the crypt-villus axis (V1-VB and V6-villus top), showing up-regulated expression of tip program genes (data from [11]). (**B**) Violin plots of gene expression (fraction of UMIs) showing increased expression of *Cdh1*, *Cdkn1a*, *Apoa1*, and *Apoa4*, but not *Fos*, *Jun*, *Klf4*, and *Slc28a2* at the FAET. Black dashed lines represent mean values; white dots represent median values of 5 repeats of at least 3 individual FAE from 2 mice; gray boxes delineate the 25–75 percentiles. Kruskal–Wallis *p* > 0.05 for these LCM measurements. (**C, E, G**) Representative smFISH images showing up-regulated expression of *Cdh1* (**C**), *Cdkn1a* (**E**), and *Apoa1* (**G**) in the FAET compared to FAEB and VB. In each panel, left image shows the ILF/FAE, followed by magnifications of the labeled white-boxed regions. Scale bar is 50 μm. DAPI staining of cell nucleus in blue. White dashed lines delimit FAET, FAEB, and VB areas. (**D, F, H**) Violin plots of dot quantifications of smFISH experiments. *P* values computed using Kruskal–Wallis tests. (**I, J**) Representative smFISH images showing no expression of *Slc28a2* in FAET, FAEB, and VB, and high expression at the VT. Yellow arrows point at autofluorescent blobs. (**K**) Violin plot of smFISH dot quantification of *Slc28a2* expression in FAET compared to VT. The smFISH validations (**D, F, H, K**) showing the concentration (con.) of dots (mRNA molecules) per cell area (analysis performed over 4 mice with 3–5 individual ILF/FAEs per mouse). In all violin plots, white dots represent median values; gray boxes delineate the 25–75 percentiles. The data used to generate this figure can be found in Supporting information S2 and S5 Data. FAE, follicle-associated epithelium; FAEB, FAE bottom; FAET, FAE top; ILF, isolated lymphoid follicle; ILFB, ILF bottom; ILFT, ILF top; smFISH, single-molecule fluorescence in situ hybridization; UMI, unique molecular identifier; VB, villus bottom; VT, villus tip.

### FAE top telocytes are marked by Lepr and are distinct from villus tip telocytes

PDGFRα+ subepithelial telocytes are slender elongated cells that line the intestinal epithelium and have recently been shown to be important niche cells that shape zonated epithelial expression programs [27,28]. Villus tip telocytes, marked by the gene *Lgr5*, are regulators of the villus tip enterocyte program [29]. We argued that our LCM RNA-seq of the epithelial segments may also include subepithelial telocytes, in addition to epithelial cells, due to their adjacency to the epithelial layer. To identify potential telocyte gene expression, we extracted 1,765 genes that were previously shown to be substantially more highly expressed in telocytes compared to enterocytes (Methods). Among these potential telocyte marker genes, we found elevated expression at the FAET of *Lepr*, encoding the leptin receptor (Fig 4A and 4B). 

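Lepr (ENSMUSG00000057722) lies on chromosome 4 from 101717404 to 101815352 of GRCm38. It had 9 UMIs in FAET, spread over 4 of 5 libraries, 1 in FAEB and 0 in VB, that is 1.23 ± 1.20 per 10,000 UMIs in FAET, 0.0393 ± 0.0878 in FAEB and 0 in VB (SD, n = 5 each). The 0 UMIs allow up to 0.149, or 0.238 without the VB library of repeat 5, which carries immune markers. The Kruskal-Wallis statistic over the 3 segments gave an exact permutation p of 0.0167 (adjusted p = 0.194 over 44 genes). FAET was above VB in 4 of 5 repeats and above FAEB in 4 of 5 (exact permutation p = 0.0667 each, adjusted p = 0.314 and 0.326). By repeat, 1 to 5, the FAET libraries had 3, 2, 1, 0 and 3 UMIs. That of repeat 1 carries immune markers and that of repeat 2 is the shallowest. Without the 6 libraries whose markers go against the label, the exact permutation p was 0.0429 over the 3 segments. It was 0.167 for FAET against VB and 0.0667 against FAEB. The ILF also held Lepr, at 0.422 ± 0.365 in ILFB (21 UMIs) and 0.275 ± 0.321 in ILFT (7 UMIs).
Lgr5, which marks villus tip telocytes and crypt stem cells, had 1.83 ± 0.502 per 10,000 UMIs in VB, 1.94 ± 1.11 in FAEB and 3.91 ± 4.08 in FAET (37, 34 and 30 UMIs, exact permutation p over the segments = 0.594, adjusted p = 0.769), with 1 FAET library at 11.1. Telocyte genes such as Pdgfra and Bmp ligands took 1.48 ± 0.455 of 10,000 UMIs in VB, 1.94 ± 0.948 in FAEB and 2.24 ± 1.18 in FAET. They were higher in FAET than in VB in 3 of 5 repeats (exact permutation p = 0.25, adjusted p = 0.928 over 46 lists). This list was written apart from the study's telocyte genes but holds Lepr, so it is not independent evidence for that gene. Of its 7 tested genes 3 were higher in FAET than in VB (mean log2 fold change -0.43, adjusted p = 0.986 from fry), and Lepr passed adjusted over the list alone. Fibroblast matrix genes, such as the collagen gene Col6a1 and Sparc, a matrix protein, took 6.55 ± 9.46 in FAET and 1.29 ± 1.26 in FAEB, higher in FAET in 4 of 5 repeats (exact permutation p = 0.117, adjusted p = 0.703). The FAET library of repeat 1 reached 23.3, and the mean of the other 4 was 2.37.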

*Lepr* was previously shown to be elevated in crypt mesenchymal cells in the colon [30]. Using smFISH combined with immunostaining for PDGFRα, we validated that FAET telocytes express significantly higher levels of *Lepr* compared to the FAEB and adjacent VB (Fig 4C and 4F). In contrast, *Lgr5* was highly expressed in villus tip telocytes (as well as in the crypt epithelial stem cells) but was undetectable in the subepithelial layers of the FAE (Fig 4C–4E). Our analysis therefore identifies *Lepr+* subepithelial telocytes distinct from the *Lgr5+* telocytes at the villus tip.

**Fig 4:**
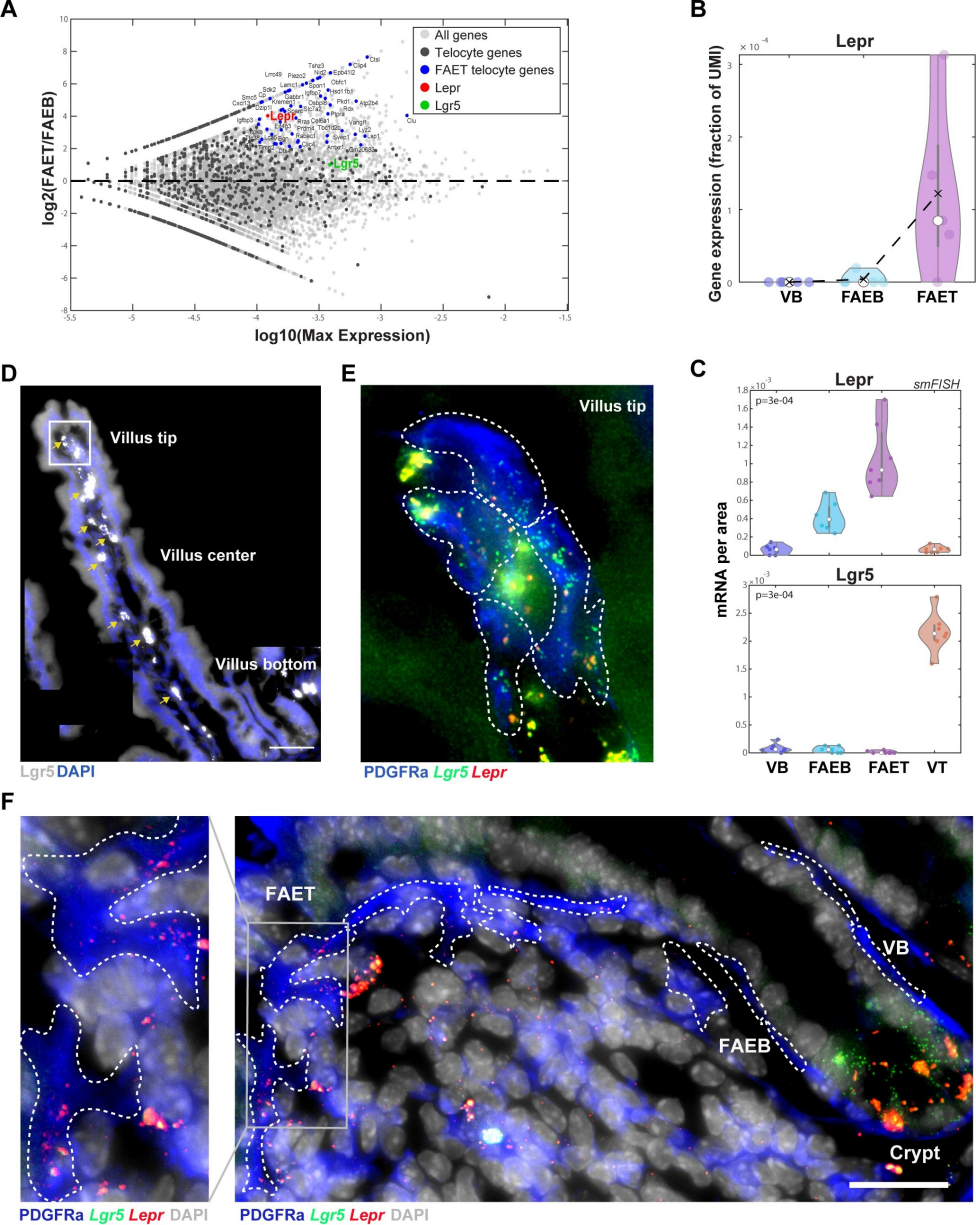
Lepr+ telocytes are zonated to FAET. (**A**) MA plot showing log2 of the expression ratios between FAET and FAEB vs. log10 of the max-expression. Gray dots: all genes; dark gray dots: telocyte genes; blue dots: highly expressed telocyte genes up-regulated in FAET. *Lepr* gene marked in red and *Lgr5* gene in green (telocyte expression curated from previous scRNAseq papers; see Methods). (**B**) Violin plot showing high expression of *Lepr* (as a fraction of UMIs) in FAET. Black dashed lines represent mean values; white dots represent median values of 5 repeats of at least 3 individual FAE from 2 mice; gray boxes delineate the 25–75 percentiles. Kruskal–Wallis *p* > 0.05. (**C)** Violin plots of quantification of smFISH experiments for *Lepr* and *Lgr5* showing mRNA concentrations (con.) per zone in smFISH images (7 repeats of different zones from 4 mice). *P* values computed using Kruskal–Wallis tests. White dots represent median values; gray boxes delineate the 25–75 percentiles. (**D-F)** smFISH validations of *Lgr5* and *Lepr* expression in villus tip and FAET. (**D**) smFISH image showing *Lgr5* expression in gray of a full-length villus (tip, center and bottom). Yellow arrows point at autofluorescent blobs. Scale bar: 50 μm. (**E**) Blowup of villus tip showing *Lgr5* expression (green) but not *Lepr* expression (red) in PDGFRα telocytes. **(F**) smFISH image showing *Lepr* expression in gray in FAE. Scale bar: 25 μm. Blowup showing *Lepr* expression (red) in PDGFRα telocytes (blue) in FAET but not in FAEB and VB. *Lgr5* expression is absent from FAET telocytes and observed in the crypt stem cells. White dashed lines delimit PDGFRα telocytes. The data used to generate this figure can be found in Supporting information S2 and S5 Data. FAE, follicle-associated epithelium; FAEB, FAE bottom; FAET, FAE top; scRNAseq, single-cell RNA sequencing; smFISH, single-molecule fluorescence in situ hybridization; UMI, unique molecular identifier; VB, villus bottom.

## Discussion

ILFs, along with Peyer’s patches, are critical sites of intestinal immune surveillance, yet their scarcity and small sizes render them hard to isolate. Our analysis provides a comprehensive spatial atlas of gene expression of ILFs and their associated epithelium. We found that FAE enterocytes exhibit a gene expression signature that is distinct from both enterocytes at the VB and at the villus tip. FAET enterocytes express lower levels of antimicrobial genes, as well as lower levels of the nutrient absorption genes. These features seem to be tuned toward maintaining a microenvironment that is optimal for efficient sampling of bacterial antigens by M cells and immune cells, rather than nutrient absorption.

What are the factors that could elicit the distinct gene expression programs at the FAET? FAE enterocytes are localized at around the same physical distance from the crypt as VB enterocytes. Moreover, previous work has shown that FAE enterocytes are continuously migrating and shedding from the FAE tip, similarly to villus enterocytes [31]. Yet, the FAE operates under a unique microenvironment compared to the VB. Luminal bacterial concentrations at the FAE tip should be higher due to the thinner mucous layer and reduced secretion of antimicrobial peptides, and, therefore, more similar to the luminal microenvironment at the villus tip [11]. We found that, unlike villus tip enterocytes, FAET enterocytes are in contact with *Lepr*+ telocytes, which could provide different niche signals than their villus tip *Lgr5*+ telocytes counterparts. Indeed, the expression of the purine metabolism immune-modulatory genes *Ada*, *Nt5e*, and *Slc28a2* at the villus tip seems to be controlled by *Lgr5*+ telocytes [29], potentially explaining their reduced expression at the FAET. Our study forms the basis for the future exploration of the regulatory molecules that shape FAE zonation. It will be interesting to expand our study to CPs and colonic ILFs, as well as to the characterization of ILFs in perturbed states such as germ-free mice and in models of inflammatory diseases.

## Methods

### Animal experiments

All animal studies were approved by the Institutional Animal Care and Use Committee (IACUC, 08391020–3) of the Weizmann Institute of Science. C57bl6 male mice at the age of 12 to 15 weeks (Harlan Laboratories) were kept in SPF conditions and fed with regular chow ad libitum. LCM experiments were conducted on the Jejunum segments extracted from 2 WT mice (see details below). Tissues were transected on top of Wattman paper soaked in cold PBS and then were immediately embedded without fixation in OCT (Scigen, 4586) on dry ice. Frozen blocks were transferred to −80°C until use. Each area is a pool of at least 3 individual FAE/ILF dissected from 10 serial sections, 10 μm each, with a total of at least 50,000 μm^2^.For smFISH experiments, jejunum tissues were harvested from 4 WT mice and fixed in 4% formaldehyde (J.T. Baker, JT2106) for 3 h, incubated overnight with 30% sucrose in 4% formaldehyde, then embedded in OCT in the form of Swiss rolls and were kept at −80°C until use.

### Laser capture microdissection (LCM)

LCM experiments were performed as was previously described [11] with some modifications. Briefly, 10 serial sections of 10 μm thickness were attached on polyethylene-naphthalate membrane-coated 518 glass slides (Zeiss, 415190-9081-000), air dried for 20 s at room temperature, washed in 70% ethanol for 25 s, incubated in water for 25 s (Sigma-Aldrich, W4502), stained with HistoGene Staining Solution for 20 s (Thermo Fisher Scientific, KIT0401), and washed again in water for 25 s. Stained sections were dehydrated with subsequent 25 s incubations in 70%, 95%, and 100% EtOH and air dried for 60 s before microdissection. The experiments were performed using UV laser-based unit (PALM-Microbeam, Zeiss) and a bright field imaging microscope (Observer.Z1, Zeiss). PALM ×40 lenses were used to catapult and collect ILF and FAE tissue segments into 0.2 ml adhesive cap tubes (Zeiss, 415190-9191-000). ILFs were identified histologically as approximately 200 μm width aggregates of immune and stromal cells in association to a dome-like epithelial layer. In total, 25 LCM samples were collected for RNA sequencing, containing 5 repeats from 2 mice (rep1 to rep2 for mouse#1 and rep3 to rep5 from mouse#2). Each repeat included a set of 5 areas: FAET, FAEB, VB, ILFT, and ILFB of at least 3 independent ILF/FAE, with a total area of 50,000 μm^2^ per segment. Pooled sections were resuspended in 7 μl lysis buffer: RLT lysis buffer (Qiagene, 1015762) supplemented with 0.04 M DTT, immediately transferred to dry ice and stored at −80°C until the preparation of RNA libraries.

### LCM RNA-seq

Sequencing of the LCM-extracted segments was performed using the mcSCRB-seq protocol [15]. This protocol incorporates UMIs, enabling corrections of potential imbalanced PCR amplifications of transcripts. LCM samples were washed from lysis buffer by mixing with an equal portion of SPRI bead solution (Beckman Coulter, A63881), incubated 5 min R/T and washed twice with 100% EtOH under magnetic field. RNA captured on bead was elucidated using 10 μl of RT reaction mixture (Thermo Fisher) (1× Maxima H Buffer, 1 mM dNTPs, 2 μM TSO* E5V6NEXT, 7.5% PEG8000, 20U Maxima H enzyme, 1 μl barcoded RT primer) and was taken to RT reaction (42°C, 90 min and inactivation in 80°C, 10 min). The subsequent steps were applied as previously reported in the of cDNA library preparation protocol for mcSCRB-seq with the following modifications. The cDNA was amplified with 15 to 18 cycles, depending on the cDNA concentration indicated by qRT-PCR quality control. Then, 0.6 ng of the amplified cDNA was converted into the sequencing library with the Nextera XT DNA Library Preparation Kit (Illumina, FC-131-1024), according to the protocol supplied. Quality control of the resulting libraries was performed with a High Sensitivity DNA ScreenTape Analysis system (Agilent Technologies, 5067–5584). Library concentration was determined using the NEBNext Library Quant Kit (Illumina, E7630). Libraries were diluted to a final concentration of 2.8 pM in HT1 buffer (supplemented with the kit) and loaded on 75-cycle high-output flow cells (Illumina, FC-404-2005) and sequenced on a NextSeq 550 (Illumina). Raw and processed sequencing data are available in the GenBank GEO database NCBI (GSE168483).

### Bioinformatic analysis

Illumina output sequencing raw files were converted to FASTQ files using bcl2fastq package. To obtain the UMI counts, FASTQ reads were aligned to the mouse reference genome (GRCm38.84) using zUMI package [32] and STAR with the following parameters: RD1 16 bp, RD2 66 bp with a barcode (i7) length of 8 bp. For UMI table, see S2 Data. Subsequent analysis was done with Matlab R2018b. UMI table was filtered to retain only protein coding genes, based on GRcm38.84 ensembl acquired via BioMart using biomaRt R package version 2.44.1 (S2 Data). Mitochondrial genes were further removed, and the remaining UMI counts for each sample were normalized to the sum of UMI counts of all genes that individually took up less than 5% of the UMI count sum in any of the samples. Mean expression was calculated over all samples from the same zone (S2 Data). Gene expression was calculated as fraction of UMI counts over the sum of UMIs (S2 Data) and was presented in violin plots. Clustering was performed using the Clustergram function in Matlab with correlation distance over all genes with maximal mean expression above 10^−4^. Gene set enrichment analysis was done using MSigDB_Hallmark_2020 database of Enrichr [33,34]. The list of genes in each set is specified in S3 Data. For extracting telocyte genes, we used previous datasets of cell type–specific gene expression in the mouse small intestine and compared the mean expression over villus tip and crypt telocytes [29] to the mean expression over zonated crypt-villus populations [11], goblet cells, and enteroendocrine cells [8]. Telocyte genes were defined as those with mean expression above 10^−5^ in telocytes and 4-fold higher expression in telocytes compared to epithelial cells. M cell marker genes (S3G Fig) were obtained from previous analyzed data [8]. To identify T cell and B cell markers, we analyzed a previous scRNAseq dataset [35]. We calculated the maximal mean expression among cells annotated as CD4 or CD8 and compared it to the mean expression of B cells. We considered genes with expression above 5*10^−4^ in the corresponding cell type and extracted the 20 genes with the highest expression ratio between the 2 cell types. Gene marker lists generated of this analysis are presented in S6 Data. Kruskal–Wallis tests were used to assess statistical significance as *p*-value < 0.05.

The list of epithelial genes previously shown to be up-regulated in FAE of Peyer’s patches using microarray measurements ([9]; S5A Fig) was generously provided by Hiroshi Saito and Koji Hase. Epithelial genes up- or down-regulated in FAE of Peyer’s patches based on Haber and colleagues ([8]; S5B and S5C Fig) were extracted as follows: FAE cells were extracted from the FAE scRNAseq dataset and defined as cells annotated as “Enteroproximal” with UMI sum-normalized expression of the villus top gene Apoa1 above 10^−3^. Villus cells were extracted from the Regional scRNAseq dataset and defined as jejunum cells with UMI sum-normalized expression above 10^−3^. The 2 datasets were normalized over the set of intersecting genes, after removal of epithelial secretory cell genes, defined as genes with expression in epithelial secretory cells that is larger than 10^−5^ and larger than 2-fold the expression in enterocytes. To this end, epithelial secretory cell gene expression was defined as the maximal mean expression among Paneth cells, tuft cells goblet cells, and enteroendocrine cells, extracted from Haber and colleagues [8]. The enterocyte expression was defined as the maximal expression across all crypt-villus zones, based on Moor and colleagues [11]. Differential gene expression among the sets was performed using Wilcoxon rank sum tests using Benjamini–Hochberg multiple hypotheses correction. FAE up/down-regulated genes were defined as genes with mean expression above 10^−5^, 2-fold or higher/lower expression, respectively, in FAE cells compared to villus cells and q-value below 0.1.

Computational deconvolution was performed using CIBERSORTx [17]. CIBERSORTx was run with the “Impute Cell Fractions” analysis module using custom analysis mode with default settings. Mixture file included the LCMseq samples; signature files were extracted based on single-cell atlases of the mouse intestine (S1 Data). VB and top enterocytes were defined as the averages of the lower or upper 3 villus zones in Moor and colleagues [11], respectively. Goblet cells and enteroendocrine cells signatures were extracted based on Haber and colleagues [8]. Immune cell signatures were extracted based on Biton and colleagues [35]. All dendritic cell subtypes were averaged and coarse-grained into one group, as were monocytes and macrophages. Paneth cells, crypt cells, and tuft cells were not included in the input signatures due to their expected lower abundance in the tissue compartments analyzed. Both mixture and signature tables were renormalized to the sum of the overlapping genes, genes for which the maximal expression among the mixture samples was either 10-fold higher or 10-fold lower than the maximal expression among signature samples were removed and data were subsequently renormalized so the that each sample sums up to 10^6^.

### Single-molecule FISH (smFISH)

The smFISH experiments were conducted as was previously described [13] with some modifications. Briefly, 8 μm thick sections of fixed jejunum were sectioned and placed onto poly L-lysine (Sigma-Aldrich, P8920) coated coverslips, then fixed again in 4% FA in PBS for 15 min R/T followed by 70% ethanol dehydration for 2 h in 4°C. Tissues were treated for 10 min R/T with proteinase K (10 μg/ml Ambion AM2546) and washed twice with 2× SSC (Ambion AM9765), then incubated in wash buffer (20% Formamide Ambion AM9342, 2× SSC) for 10 min R/T. Next, the tissues were mounted with the hybridization buffer (10% Dextran sulfate Sigma D8906, 20% Formamide, 1 mg/ml *E*. *coli* tRNA, Sigma R1753, 2× SSC, 0.02% BSA, Ambion AM2616, 2 mM Vanadyl-ribonucleoside complex, NEB S1402S) mixed with 1:3,000 dilution of specific probe libraries and were transferred to an overnight incubation at 30°C. Probe libraries were designed using the Stellaris FISH Probe Designer Software (Biosearch Technologies, Petaluma, CA). For probe library list, see S4 Data. After overnight incubation, the tissues were washed with wash buffer supplemented with 50 ng/ml DAPI (Sigma-Aldrich, D9542) for 30 min at 30°C and washed with GLOX buffer (0.4% Glucose, 1% Tris, 10% SSC). For the detection of telocytes, goat anti-PDGFRα primary antibody (AF1062 R&D Systems) (8 μg/μl) was added to the smFISH hybridization buffer and Alexa Fluor 488 conjugated donkey anti-goat as secondary antibody (Jackson Laboratories, 705-545-147, 1:400) in GLOX buffer for 20 min after staining with DAPI.

Imaging was performed on Nikon eclipse Ti2 inverted fluorescence microscopes equipped with 100× oil-immersion objectives and a Photometrics Prime 95B 25MM EMCCD camera. All images were taken using ×100 magnifications; therefore, several fields of view were stitched together to cover the whole ILF/FAE area using Fiji software. Images were processed with a Laplacian of Gaussian filter [13]. Quantification of smFISH was done using ImageM [14] over 4 mice using 3 to 5 imaged tissues from each. Images were segmented, and fluorescent dots were counted and divided by the segmented cell volume to obtain the mRNA concentration per cell. Segmentation of ILFT and ILFB was done using a border line in the middle of the ILF that was determined based on DAPI staining of cell nucleus and blinded to the smFISH channel. Specifically, segmentation and dot counting of telocytes was done using Fiji based on the immune-fluorescent staining of the surface expressed PDGFRα. Region of interest (ROI) was manually segmented, and dots were counted per area of 7 different images from 4 mice. Kruskal–Wallis tests were used to assess statistical significance as *p*-value < 0.05.

## Supporting information

S1 Fig Gene set enrichment. **Related to Fig 1**. (**A-E**) Dot plots generated by Enrichr (see Methods) showing normalized combined score (with q-value less than 0.1) of up-regulated gene sets for VB, FAEB, FAET, ILFB, and ILFT. The size of each red dot is in accordance with the number of genes in each set. The data used to generate this figure can be found in Supporting information S3 Data. FAEB, FAE bottom; FAET, FAE top; ILFB, ILF bottom; ILFT, ILF top; VB, villus bottom.
(TIF)

S2 Fig Zonation of B and T cells in ILF. **Related to Fig 1.** (**A-C, G-H**) smFISH validations showing increased expression of *Cd19* (**A**) at the ILFB and *Cd3e* (**B**), *Gzma* (**C**), *Cd4* (**G**), *Cd8* (**H**) at the ILFT. White dashed lines delimit segment ILF areas, and a border line in the middle separates ILFT and ILFB. Red arrows highlight cells with elevated expression of the respective genes. DAPI staining for cell nucleus in blue. Scale bar: 50 μm. (**D-F**) Violin plots of dot quantifications of smFISH signals of *Cd19*, *Cd3e*, and *Gzma*, showing the concentration (con.) of dots (mRNA molecules) per cell area (3–5 individual ILF per mouse for 4 mice). Blowup in **(F)** highlights the majority of the cells with lower expression levels, demonstrating the increase in median *Gzma* levels at the ILFT. (**I**) Violin plots showing max-normalization of B and T cell signature gene expression (Methods). B cell markers are significantly zonated to the ILFB, whereas T cell markers do not exhibit significant bias to the ILFB. White dots are median values; gray boxes delineate the 25–75 percentiles, *p*-values computed using Kruskal–Wallis tests. The data used to generate this figure can be found in Supporting information S2, S5, and S6 Data. FAEB, FAE bottom; FAET, FAE top; ILF, isolated lymphoid follicle; ILFB, ILF bottom; ILFT, ILF top; smFISH, single-molecule fluorescence in situ hybridization.
(TIF)

S3 Fig Immune cell subsets in ILFs. **Related to Fig 1**. (**A-C**) smFISH images and blowups showing *Gzma* expressing cytotoxic T cells at the ILFT, infiltrating to the FAET (**A**), as well as *Ctla4+* Tregs (**A**) and *Rorc+Ccr6+* LTi cells (**B**) that are scattered throughout the ILFs. Red arrows highlight representative cells. (**C**) Dendritic cells (Itgax+C1qc− cells) and macrophages (Mϕ, Itgax+C1qc+ cells) are radially zonated toward the periphery of the ILF. Scale bar- 50 μm. DC, dendritic cell; FAEB, FAE bottom; FAET, FAE top; ILF, isolated lymphoid follicle; ILFB, ILF bottom; ILFT, ILF top; LTi, lymphoid tissue–induced; smFISH, single-molecule fluorescence in situ hybridization; Treg, regulatory T cell.
(TIF)

S4 Fig Zonation of M cells in the FAE. **Related to Fig 1** (**A**) Violin plots for the max-normalized expression of M cell signature genes (Methods) showing an up-regulation expression of M cell genes in FAET compared to FAEB and VB. (**B**) Violin plot showing up-regulation of Anxa5 expression in FAET compared to FAEB and VB. Five FAE zones from 2 mice. In **A, B,** white dots are median values; gray boxes delineate the 25–75 percentiles, *p*-values computed using Kruskal–Wallis tests. *P* > 0.05 for Anxa5 (**B**). (**C**) A smFISH image showing *Anxa5* expression in the FAET. White dashed lines delimit FAET and FAEB areas, and red arrows mark cells with higher expression levels of *Anxa5*. Scale bar: 50 μm. The data used to generate this figure can be found in Supporting information S2 and S6 Data. FAE, follicle-associated epithelium; FAEB, FAE bottom; FAET, FAE top; smFISH, single-molecule fluorescence in situ hybridization; UMI, unique molecular identifier; VB, villus bottom.
(TIF)

S5 Fig Representation of genes previously shown to be differentially expressed in FAE in Peyer’s patches. **Related to Fig 1.** (**A**) Log10 of the average expression in each of the epithelial zones for RefSeq genes previously shown to be differentially expressed in FAE of Peyer’s patches [9]. (B, C) Log10 of the average expression of genes that are differentially expressed between FAE enterocytes and villus enterocytes in the jejunum ([8]; Methods). Bottom plots show mean of log10 expression of the gene sets; patches are standard errors of the means. The data used to generate this figure can be found in S1 Data. FAE, follicle-associated epithelium; FAEB, FAE bottom; FAET, FAE top; VB, villus bottom.
(TIF)

S6 Fig Down-regulated expression of ribosomal proteins and solute carriers in FAE top. **Related to Fig 2.** (**A, B**) Violin plots showing down-regulated max-normalized expression of ribosomal proteins (**A**) and solute carriers (**B**) in FAET compared to FAEB and VB. *P* values of Kruskal–Wallis tests are presented. White dots represent median values. The data used to generate this figure can be found in Supporting information S2 and S6 Data. FAE, follicle-associated epithelium; FAEB, FAE bottom; FAET, FAE top; VB, villus bottom.
(TIF)

S1 Data CIBERSORTx_results. First tab presents the results of the computational deconvolution; second tab presents the input signature table; third tab presents the input mixture table.
(XLSX)

S2 Data UMI table, filtered UMI table, and mean expression table. (**Tab1**) UMI table of 24,090 genes expressed in S1 (VB), S2 (FAEB), S3 (FAET), S4 (ILFB), and S5 (ILFT) of 5 experimental repeats obtained from 2 mice (Mouse#1 and #2). (**Tab2**) UMI table of only protein coding genes (16,312 genes). (**Tab3**) Mean expression and standard error of the 5 experimental repeats. FAEB, FAE bottom; FAET, FAE top; ILFB, ILF bottom; ILFT, ILF top; UMI, unique molecular identifier; VB, villus bottom.
(XLSX)

S3 Data Output of enriched set of genes from Enrichr analysis. Five tabs for each segment: S1 (VB), S2 (FAEB), S3 (FAET), S4 (ILFB), and S5 (ILFT) showing an output of Enrichr analysis (Methods) for up-regulated gene sets (Terms), including *p*-values, adjusted *p*-values, odds ratio, and combined score. The genes in each set are specified in the last column. FAEB, FAE bottom; FAET, FAE top; ILFB, ILF bottom; ILFT, ILF top; VB, villus bottom.
(XLSX)

S4 Data Probe list. A list of probe libraries used for smFISH experiments in this study.
(XLSX)

S5 Data Raw data of smFISH validations. Thirteen smFISH single-cell measurements, one gene per tab.
(XLSX)

S6 Data Gene markers. Lists of gene markers of Ribosomes, solute carriers, M cells, B cells, and T cells.
(XLSX)

## Abbreviations

CP: cryptopatch
FAE: follicle-associated epithelium
FAEB: FAE bottom
FAET: FAE top
ILF: isolated lymphoid follicle
ILFB: ILF bottom
ILFT: ILF top
LCM RNA-seq: laser capture microdissection RNA sequencing
LTi: lymphoid tissue–induced
SILT: solitary intestinal lymphoid tissue
smFISH: single-molecule fluorescence in situ hybridization
UMI: unique molecular identifier
VB: villus bottom

How the deposited data were processed for this re-analysis (not part of the article)

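The data are UMI counts per gene in 25 LCM RNA-seq libraries of mouse small intestine, 5 repeats of each of the segments VB, FAEB, FAET, ILFB and ILFT, from 2 mice. The authors made the counts from reads aligned to GRCm38 with the Ensembl release 84 annotation, using zUMIs and STAR, whose versions are not given in the sources used here, after bcl2fastq (2.15.0.4 in the submitters' processing notes). The deposited table holds raw counts, not normalized, for 24089 genes, where the paper gives 24,090, and 0 of its columns lacked a sample. From these counts the authors went on to fractions of UMIs, and those fractions were computed again here from the deposited counts. Segments, repeats and mice were taken from the sample labels and the paper's methods. The counts of repeats were compared for libraries deposited more than once, and the closest pair of libraries differed beyond sampling noise (chi-square per degree of freedom 5.87).

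Genes with at least 3 UMIs in at least 3 libraries were kept, 9956 of 24089. Each gene was tested with edgeR 4.0.16 (R 4.3.3) by glmQLFit and glmQLFTest, with TMM factors and terms for mouse and segment over all 25 libraries, and p-values were adjusted by Benjamini-Hochberg within each comparison. The comparisons were FAET against VB, FAET against FAEB, FAEB against VB, ILFB against ILFT, the mean of the 3 epithelial segments against the mean of the 2 ILF segments, and all 5 segments together. TMM assumes that most genes do not change. The median log2 fold change over all genes was -0.56 for FAET against VB, -0.48 for FAET against FAEB, -0.03 for FAEB against VB, 0.66 for ILFB against ILFT and -0.48 for epithelium against ILF, and means of gene lists are to be read against these medians. RLE size factors moved the medians by 0.22 for FAET against FAEB and -0.15 for FAEB against VB, and the study's normalization moved them by 0.31 for FAET against VB, 0.30 for FAET against FAEB, -0.38 for ILFB against ILFT and 0.12 for epithelium against ILF.

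Gene lists were tested with fry of limma 3.58.1, which asks whether the genes of a list move on balance in 1 direction, adjusted over the 45 of 46 lists with tested members, and with camera, with an estimated and with a preset correlation of 0.01. Camera compares a list with all other genes, so it tests another hypothesis than fry, and all values given with an estimated correlation are from camera. No list passed fry in any comparison of all 25 libraries, so no such call was lost with an estimated correlation. The ribosomal, solute carrier, M cell, B cell and T cell lists came from S6 Data, the antimicrobial and absorption lists are the genes the study shows for these libraries, and the villus tip list is the genes its text names. The others were written from general knowledge of intestinal cell types, and some of them hold genes that the paper names. The tests, the lists and the alternatives, apart from those named as added later, were fixed before the deposited counts were analyzed. The paper's figures, the held part of S2 Data and the deconvolution in S1 Data, which summarize the same libraries, had been seen by then.

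Named genes were chosen by a rule. It takes every gene the paper names for these libraries, up to 10 genes in each direction of a comparison with the largest log2 fold change among those with an adjusted p under 0.05, the same direction of the normalized log2 counts in at least 4 of 5 repeats and a mean of at least 10 UMIs in the higher group, and up to 4 members of a list with the smallest p. A member of a list that goes against the others is named where it passes. Cops8 reached 4 of 5 only through rounding in a repeat with 0 UMIs in both libraries, and was higher in 3 of 5. The result of 1 gene that the rule takes is not reported here.

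Fractions of UMIs followed the paper's methods. Protein-coding genes were taken from GENCODE release M21 (16201 genes, where the paper gives 16,312), 119 genes had no match there, mitochondrial genes were removed, and the sum left out the 2 genes that reached 5% of a library. Of the values above 1e-05 in the part of S2 Data held here (1746 of 16,312 genes), 4372 of 4372 lay within 5% of those computed. The Kruskal-Wallis statistic over the 3 epithelial segments was permuted within mice in all 151200 arrangements, and differences of means in all 120, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Adjustment was over 44 genes in the epithelium and 24 in the ILF. Shares of gene lists were compared as log2 shares with 0.5 UMI added, over 1051050 arrangements for epithelium against ILF. Tests were 2-sided. Figures were drawn with matplotlib 3.10.9. Intervals and limits for 0 counts, set at 3 UMIs, cover counting error only.

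Repeats share an animal and a set of sections across the 5 segments, so the repeat numbers pair libraries by design. The correlation of deviations from the segment means between libraries of the same repeat was 0.024 on average (50 pairs), against -0.011 for the same mouse in other repeats (80 pairs) and -0.003 between mice (120 pairs). Other settings were RLE factors, the study's normalization, no filter on low counts, filterByExpr, the replicate block, no mouse term, repeat 3 counted with mouse 1, counts summed per mouse and segment, only the segments compared, DESeq2 1.42.0, limma-voom with quality weights, protein-coding genes only, leaving out each repeat in turn, and leaving out the 5 libraries that the paper's deconvolution assigns mostly to the other compartment. Leaving out the 6 libraries whose markers go against the label, with and without the replicate block, was added after the marker shares were seen.

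The test of single genes was tested on simulated counts drawn from the real means and library sizes for FAET against VB. At the estimated dispersion, of 50 genes each, 0% of those changed 4-fold, 26% of those changed 16-fold, 74% of those changed 64-fold and 100% of those changed 256-fold were called among 8516 genes, with 2 false calls. The list test called a list of 40 genes changed 4-fold (adjusted p = 0.000738 from fry) and 1 of 20 unchanged lists. The changed genes were taken from the better covered ones, and simulated genes varied independently of each other. These rates need not hold for lists whose members move together. Gene lists of Peyer's patch FAE and the paper's full telocyte list were not used here. Coordinates are those of GRCm38 with GENCODE M21 gene models.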

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

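The tests of exchanged labels, mixed tissue and depth for the 6 libraries, of dividing cells for the ribosomal genes and of the 2 libraries that carry Slc34a2, and the exchange of the 5 segments within repeats, were chosen after the results were seen, as was leaving out the 6 libraries. The other tests were set before the values they measure were seen.

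In 6 of 25 libraries the markers of epithelium and leukocytes went against the compartment of the label. An exchange of labels within repeats 3 and 4 needs an epithelial library there with at least 51.8 pan-immune UMIs per 10,000, and the highest had 22.0, and low depth is argued against by 6 libraries with fitting markers and lower totals than the lowest of the 6 (56148 UMIs). Mixed tissue is argued against in 5 of 5 of the others by an own-compartment share of at most 0.218 of the median, but may hold for the library labelled ILFT of repeat 3, which had 46.7 pan-immune and 84.7 pan-epithelial UMIs per 10,000, above the bounds of 22.0 and 14.2. An exchange within repeats 1 and 5 remains open. There the libraries labelled FAET and ILFT of repeat 1 and VB and ILFB of repeat 5 are out of place together. Chance pairs them with a probability of 0.6, but this test could not decide. ILF libraries are out of place in repeats 1, 3, 4 and 5, so even complete pairing is this likely by chance. No biological explanation was tested, because every library of a segment comes from the same kind of area in the same mice.

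Without these 6 libraries, ribosomal protein genes had a mean log2 fold change of -2.37 in FAET against FAEB (adjusted p = 0.0252 from fry, but 0.787 with an estimated correlation). Depth is argued against as the cause, since with all libraries thinned to 21529 UMIs the mean nearest to 0 in 10 draws was -2.03. The shallow library FAET of repeat 2 is argued against as the whole cause, since the mean without it was -2.24, although the call from fry ended (adjusted p = 0.0851) with fewer libraries left. More dividing cells in FAEB remain open, with 2.92 against 0.303 of 10,000 UMIs for proliferation genes and an exact permutation p of 0.05, and the difference between the segments that the paper names remains a hypothesis beside it.

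Slc34a2, a sodium-phosphate cotransporter that the paper does not discuss, was lower in both FAE segments than in VB (log2 fold change -6.11 for FAET and -5.61 for FAEB). A dissection of ileal villi is argued against by 5 ileal genes that together took 3.22 of 10,000 UMIs in VB, against 60.3 for Slc34a2, and reads shared with its paralogs by 9 UMIs of Slc34a1 and Slc34a3 against 514. That it rests on the libraries of repeats 2 and 3 cannot be told apart from a difference between the segments, since the other 3 VB libraries had a mean of 2.97 per 10,000 and the highest FAE library 2.19. Whether villi differ from the FAE in phosphate uptake remains an untested biological explanation.

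The numbers of genes called were compared with other splits of the same libraries, 100 for each comparison. Across all 5 segments 178 genes were called and 3 of 100 splits called as many, the real split included (highest of the others 427). When segments were exchanged within repeats it was also 3 of 100 (highest other 1026). Both shares were under the bound of 0.05, but close to it for 100 draws in 1 of several comparisons. Chance is thus not firmly excluded, and the replicate block left 48 genes. For epithelium against ILF the share was not under 0.05 (302 called, 5 of 100 as large, highest other 579, and 5 of 100 with a highest other of 693 when exchanged within repeats). Nor was it for ILFB against ILFT (9 called, 11 of 100, highest other 27), FAET against VB (1 called, 60 of 100, highest other 58) and FAEB against VB (2 called, 88 of 100, highest other 17). Chance is not excluded for these. For FAET against FAEB edgeR called 0 genes (1424 at an unadjusted p under 0.05, 4 by DESeq2 and 98 by limma-voom). Every split then calls as many (100 of 100, highest other 11), so the test cannot decide there. At least 1 gene was called in 100 of 100 splits across the 5 segments and for ILFB against ILFT. This held in 95 for FAEB against VB, 91 for epithelium against ILF, 80 for FAET against FAEB and 60 for FAET against VB. An adjusted p under 0.05 alone therefore does not set the real labels apart from others. Splits of 2 segments were drawn without regard to the repeats. In the 10 of them that part every repeat, the real one included, the highest other count was lower. It was 1 for FAET against VB and for FAET against FAEB, 6 for FAEB against VB and 9 for ILFB against ILFT. Over more segments, splits that call many more genes than the real one, also within repeats, point to a structure of the libraries other than their labels.

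Among 79 groups of 5 libraries, 16 had a library far from the others, where chance gives about 3.95. Among the marker shares per 10,000 UMIs these were VB of repeat 5 (pan-epithelial 3.05, others 58.2 to 71.3, and pan-immune 91.9, others 1.82 to 8.90), FAEB of repeat 1 (pan-immune 4.80, others 9.26 to 11.0), FAET of repeat 1 (pan-immune 69.0, others 5.11 to 22.0) and ILFB of repeat 5 (pan-epithelial 70.0, others 0.889 to 14.2). In FAEB, repeat 2 stood apart for Fabp2 (71.3, others 4.25 to 14.3), Apoa1 (302.9), Apoa4 (400.6), Klf4 (5.37, others 0 to 1.00) and Ada (8.79, others 0). In FAET, repeat 4 stood apart for Lypd8 (13.2), Fabp2 (33.8, others 0 to 5.12) and Slc2a2 (6.27, others 0 to 0.496), and repeat 2 for Lgr5 (11.1, others 0.991 to 3.13). In VB, repeat 5 stood apart for Cdkn1a (0.400, others 4.13 to 5.27) and repeat 3 for Anxa5 (7.30, others 0 to 1.86).

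Slc2a3, a glucose transporter, was the gene whose difference between FAET and FAEB differed between the mice (adjusted p = 0.0133 for the interaction, with 682 genes at an unadjusted p under 0.05), which rests on 302 UMIs in FAET of repeat 1 and 113 in FAEB of repeat 3, with 0 or 1 in each other library of these segments. Genes called in these comparisons that the paper does not discuss, beside Slc34a2, were Phldb1 between FAEB and VB (log2 fold change 6.09) and, between ILFB and ILFT, Cops8 (8.82), Apobr (7.85), Ccdc166 (7.67), Zdhhc24 (7.12), Kcnq5 (6.41), Sec14l4 (-6.44), Reg3b (-6.81), Kitl (-5.28) and Sprr2a1 (-4.83). Each rests on few libraries: Phldb1 on FAEB of repeat 4 (1119 UMIs), Cops8 (153 and 238), Apobr (64 and 101) and Zdhhc24 (37 and 99) on ILFB of repeats 2 and 3, Ccdc166 on ILFB of repeat 5 (117), Kcnq5 on ILFB of repeats 2, 3 and 5 (130, 103 and 125), Sec14l4 on ILFT of repeat 1 (565), Reg3b (328 and 297) and Sprr2a1 (200 and 185) on ILFT of repeats 1 and 3, and Kitl on ILFT of repeats 2 and 5 (58 and 157). The libraries labelled ILFB of repeat 5 and ILFT of repeats 1 and 3 are among the 6 above. Epithelial libraries, often of the same repeat, also held several of these genes. Ccdc166 had 179 and 152 UMIs in VB and FAET of repeat 5, and Kcnq5 122 and 125. Kcnq5 and Apobr had 78 and 71 in FAEB of repeat 3. Sec14l4 had 271 in FAET of repeat 1 and 725, 588 and 271 in VB, FAEB and FAET of repeat 4. Kitl had 112 and 266 in FAEB of repeats 2 and 5. Slc2a3 had 390 in ILFT of repeat 1 and 288 in ILFB of repeat 2. Cops8, Apobr, Ccdc166 and Zdhhc24 had 0 UMIs in the 5 ILFT libraries, so their fitted fold changes depend on the prior count and are no bounds.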

How the results depend on the processing

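Leaving out the 6 libraries whose markers go against the label was chosen after the marker shares were seen, and the other settings were set before. The counts of called genes moved most. Over the settings fixed beforehand, the main results stayed in 227, moved in 72, became stronger in 11 and reversed in 7, and over those added later in 19, 9, 4 and 2. Of the other values, 515 stayed, 184 lost a call, 10 gained one and 10 reversed in the former, and 58, 13, 6 and 3 in the latter. Beyond the fewer genes tested or libraries left in some settings, the cause was not tested. In simulated counts the wide spread limited the calls, with 0% of 4-fold changes called against 82% at a low spread. The effect of depth on these counts, with a lowest total of 21529 UMIs, was not tested. No library had a total low enough for the planned removal of shallow libraries, so that setting gave no value.

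FAET against VB (1 gene) gave 3 with the study's normalization (2 higher, 1 lower), 0 with filterByExpr (98 at an unadjusted p under 0.05), 0 with the replicate block (852 unadjusted), 3 without a mouse term, 0 with repeat 3 in mouse 1, 2 with DESeq2, 48 with limma-voom, 0 with protein-coding genes alone, 2 without the 5 libraries that the paper's deconvolution assigns to the other compartment, 2 without the 6 libraries, and 0 to 3 without each replicate. Slc34a2, the gene called, was not among the 2 of DESeq2 or the 1 without a filter. FAET against FAEB (0) gave 2 with RLE factors, 2 with the study's normalization, 2 without a mouse term, 7 with counts summed per mouse, 4 with DESeq2, 98 with limma-voom, 1 without the 5 libraries, 2 without the 6, and 0 to 2 without each replicate.

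FAEB against VB (2) gave 4 with RLE factors (2 higher, 2 lower), 4 with the study's normalization (3 higher, 1 lower), 0 with filterByExpr, 0 with the replicate block, 5 without a mouse term, 0 with repeat 3 in mouse 1, 4 with summed counts, 1 with limma-voom, 1 with protein-coding genes, 1 without the 5 libraries, 1 without the 6 with the replicate block, 6 with the compared segments alone, and 0 to 2 without each replicate. DESeq2 and limma-voom (2 and 1) shared 0 of the 2 genes, and the 3 called without the 6 libraries shared 1. ILFB against ILFT (9, of which 5 higher) gave 4 higher and 5 lower with RLE factors and 4 higher and 7 lower with the study's normalization. It gave 3 genes without a filter, 0 with filterByExpr, 0 with the replicate block (1378 unadjusted), 5 with repeat 3 in mouse 1, 32 with summed counts, 0 with DESeq2 (469 unadjusted), 411 with limma-voom, 5 with protein-coding genes, 2 without the 5 libraries, 3 without the 6, 0 with the block added, and 1 to 6 without each replicate (1 without replicate 3, 5 without replicate 2).

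Epithelium against ILF (302) gave 142 without a filter, 0 with filterByExpr (275 unadjusted), 80 with the replicate block, 34 with summed counts, 0 with DESeq2, 605 with limma-voom, 1143 without the 5 libraries (209 shared with the 302), 1516 without the 6 (214 shared), 808 with the block added, and 0 (without replicate 4) to 414 (without replicate 5) without each replicate, with 37 without replicate 2. The 5 segments together (178) gave 1 with filterByExpr, 48 with the replicate block, 340 without a mouse term, 66 with summed counts, 1 with DESeq2, 1523 with limma-voom, 970 without the 5 libraries, 1593 without the 6, 863 with the block added, and 13 (without replicate 3) to 667 (without replicate 5) without each replicate.

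Ribosomal genes in FAET against FAEB (-0.78) passed with camera at a correlation of 0.01 (adjusted p = 9.91e-11, but 0.686 with an estimated correlation), with limma-voom (-2.16), without the 5 libraries (-2.35, but 0.92), without the 6 (-2.37, but 0.787) and with the block added (-2.35). In FAEB against VB (0.31) they passed with that camera setting (but 0.923) and were at -0.0103 with RLE factors. M cell genes in FAET against FAEB (0.68) passed with it (but 0.686) and reversed to -0.13 with limma-voom, -0.0284 without the 5 libraries, -0.15 without the 6, -0.19 with the block added, and ran from -0.17 (without replicate 1) to 1.23 without each replicate, -0.10 without replicate 4. Camera at 0.01 also called M cell genes in FAET against VB (1.19), B cell genes in ILFB against ILFT (2.41), the absorption genes (-2.13) and the villus tip genes (0.36), and with an estimated correlation none passed (adjusted p = 0.591, 0.399, 0.741 and 0.741). The B cell genes passed with limma-voom (2.47) and without the 6 libraries (3.47, but adjusted p = 0.922 with an estimated correlation), and ran from 2.18 to 3.21 without each replicate (passing without replicate 5). T cell genes passed without the 6 libraries (1.67, but adjusted p = 0.934 with an estimated correlation) and ran from -0.21 (without replicate 2) to 1.68. Villus tip genes ran from -0.25 (without replicate 2) to 0.86.

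Among single genes, Reg3b in ILFB against ILFT (-6.81) was at 0.32 without the 5 libraries and 0.55 without the 6. Differences of fractions per 10,000 reversed or fell to 0 for the Reg3g fraction FAET vs VB (-7.48 to 13.4 without each replicate, lowest without replicate 5), the Ccl25 fraction FAET vs VB (-7.62 to 0.114, highest without replicate 1), Jun (0 to 0.124, 0 without replicate 4), Klf4 (-1.85 to 0.425, highest without replicate 2), the Nt5e fraction FAET vs VB (-0.0333 to 0.448, lowest without replicate 1, and 0 without the 5 or the 6 libraries), the Anxa5 fraction FAET vs VB (-0.0230 to 3.32, lowest without replicate 5), Cd3e (-0.152 to 0.0231, highest without replicate 2) and Gzma (0.296 without the 5 libraries and 0.370 without the 6). Cd4 and Cd8a in ILFB against ILFT (0.206 and 0.0987) were at -0.178 and -0.0136 without the 6.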

Differences from the paper's values

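In the held part of S2 Data, 9 genes named by the paper gave 45 segment means, and 0 of them differed. The directions below are compared with the statements of the paper's text, whose Kruskal-Wallis tests were set at an unadjusted p of 0.05. The paper's smFISH measurements, on which several of these statements also rest, were not retested here.

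The paper states that Reg3g decreases in the FAET relative to the VB, and also shows this by smFISH images and dot counts. In the LCM libraries the Reg3g mean was 35.6 per 10,000 UMIs in FAET and 29.8 in VB, with 3 of 5 repeats lower in FAET. The log2 fold change was -0.18, the difference from FAEB was -6.77 and the Reg3g fraction FAET vs VB without replicate 5 was -7.48, which go with the paper's direction, although the last setting takes out the VB library with immune markers and keeps the FAET one. Without the 6 libraries whose markers go against the label, which takes out 1 library with immune markers on each side, the difference was 6.98 from VB and 1.84 from FAEB, but this sets unmatched repeats against each other, and in the 3 repeats that keep VB and FAET, FAET was lower in 2 (49.0, 41.8 and 26.9 against 54.6, 39.7 and 28.6).

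The paper states that goblet cells are depleted in the FAET. Its smFISH also found a lower percentage of Muc2+ goblet cells in the FAE than in the adjacent villus. The share of UMIs of 20 goblet cell genes was 27.8 per 10,000 in FAET, 29.1 in VB and 25.6 in FAEB, higher in FAET than in FAEB in 4 of 5 repeats. Gene by gene, 10 of 12 tested goblet cell genes were lower in FAET than in VB and 12 of 12 lower than in FAEB (means -1.75 and -1.39), which goes with the paper's direction, but so were 14 of 16 pan-epithelial genes in each (-1.10 and -1.58), with medians of -0.56 and -0.48 over all genes. The paper's own deconvolution also has its direction (0.0186 in FAET and 0.175 in FAEB).

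For NK cells, which the paper places at the ILFB, the share of marker genes was 0.622 in ILFB and 1.45 in ILFT, and 0.777 and 0.333 without the 6 libraries whose markers go against the label, a setting chosen after seeing the values, while the paper's deconvolution gives 0.163 and 0.0212. For plasmablasts, placed there too, plasma cell genes took 34.3 and 94.6, with 3 of 5 repeats higher in ILFB and 399.5 in the library labelled ILFT of repeat 3. With the 6 libraries left out they took 42.3 and 33.1, which goes with the paper's direction, as do the NK cell genes there.

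The paper calls ribosomal genes lower in the FAET and higher in the FAEB, and B cell genes higher in the ILFB, where no list passed here with all 25 libraries. Ribosomal genes in FAET against FAEB passed with camera at a preset correlation (-0.78, but adjusted p = 0.686 with an estimated one) and with limma-voom (-2.16), and without the 5 libraries that the paper's deconvolution assigns to the other compartment (-2.35, but adjusted p = 0.92 with an estimated correlation). They also passed without the 6 libraries (-2.37, but adjusted p = 0.787 with an estimated correlation), chosen after seeing the values. B cell genes passed with camera at a preset correlation (2.41), with limma-voom (2.47) and without replicate 5 (3.21), and M cell genes in FAET against VB and FAEB, the absorption genes and the villus tip genes passed with that camera setting (1.19, 0.68, -2.13 and 0.36). With an estimated correlation these lists did not pass (adjusted p = 0.399 for B cell genes, 0.591 and 0.686 for M cell genes and 0.741 for the last 2). Atp1b1 passed over the 3 epithelial segments without the 6 libraries (adjusted p = 0.0471). The legend of Fig 4B calls Lepr not significant over the segments, where the unadjusted exact permutation p here was 0.0167 (0.011 with the mouse ignored).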

Other observations

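Values without the 6 libraries below were chosen after the marker shares were seen. MHC class II and lymphoid stroma genes took larger mean shares in the ILF than in the epithelium, without passing after adjustment. MHC class II genes, which present antigen to helper T cells, took 105 ± 44.6 of 10,000 UMIs in ILFB and 80.2 ± 47.7 in ILFT against 54.4 ± 52.3, 31.1 ± 16.0 and 47.4 ± 42.1 in VB, FAEB and FAET (SD, n = 5 each, permutation p = 0.0132, adjusted p = 0.0736 over 46 lists, lower in the epithelium in 4 of 5 repeats). Genes of the lymphoid stroma, among them the B cell chemokine Cxcl13, took 46.4 ± 29.1 in ILFB, 36.6 ± 38.3 in ILFT, 13.5 ± 24.1 in VB, 3.98 ± 1.85 in FAEB and 20.2 ± 36.0 in FAET, lower in the epithelium in 5 of 5 repeats (permutation p = 0.00416, adjusted p = 0.0638). The libraries labelled VB of repeat 5 and FAET of repeat 1, which carry immune markers, held 56.0 and 84.1 of the latter, and the means of the other 4 were 2.84 and 4.26 (31.2 and 30.3 for MHC class II genes). Without the 6 libraries, 10 of 10 MHC class II genes were lower in the epithelium and 7 passed (mean log2 fold change -2.48), macrophage genes had a mean of -3.71, and neither list passed with an estimated correlation (adjusted p = 0.0665 and 0.0507). As the 6 were chosen by pan-immune and pan-epithelial shares, larger differences between the compartments without them follow in part from that choice.

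The lists of rare epithelial cells below did not pass in any comparison of all 25 libraries. Enteroendocrine genes had 57 UMIs in VB, 55 in FAEB and 0 in FAET, which allows up to 0.124 per 10,000, or 0.182 without the library of repeat 1 (1.16 ± 1.47 and 1.28 ± 1.47 in VB and FAEB, exact permutation p = 0.133 for FAET against VB, lower in FAET in 4 of 5 repeats by the log2 share with 0.5 UMI added). Chgb, a granin of secretory vesicles, Sct, encoding secretin, and Reg4 were lower in FAET than in VB adjusted over the list alone (3 of 3 tested, mean -4.51, a size that depends on the prior count at 0 UMIs, adjusted p = 0.759 for the list from fry). Tuft cell genes were higher in ILFB (3.30 ± 0.856 of 10,000 UMIs) than in ILFT (1.37 ± 1.32) in 4 of 5 repeats (exact permutation p = 0.0333, adjusted p = 0.639 over 46 lists). Paneth cell genes reached 87.1, 71.7 and 56.2 of 10,000 UMIs in ILFB of repeats 4, 1 and 3, 77.7 in ILFT of repeat 4 and 63.1 in FAEB of repeat 1, against at most 3.62 in the other FAEB libraries.

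Macrophage genes took 8.93 ± 16.4 of 10,000 UMIs in FAET and 2.25 ± 0.919 in FAEB (exact permutation p = 0.967), and 1.64 in FAET without the library of repeat 1. In the paper's deconvolution macrophages make up 0.0647 of FAET and 0 of FAEB, higher in FAET in 5 of 5 repeats (exact permutation p = 0.0167, adjusted p = 0.1 over 12 cell types). The FAET library of repeat 1 stood at 0.258, and the mean of the other 4 was 0.0164.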
